# Illuminating spatial A-to-I RNA editing signatures within the *Drosophila* brain

**DOI:** 10.1073/pnas.1811768116

**Published:** 2019-01-18

**Authors:** Anne L. Sapiro, Anat Shmueli, Gilbert Lee Henry, Qin Li, Tali Shalit, Orly Yaron, Yoav Paas, Jin Billy Li, Galit Shohat-Ophir

**Keywords:** RNA editing, *Drosophila*, neurons

## Abstract

Adenosine-to-inosine (A-to-I) RNA editing, catalyzed by ADAR enzymes, is a ubiquitous mechanism that generates transcriptomic diversity. This process is particularly important for proper neuronal function; however, little is known about how RNA editing is dynamically regulated between the many functionally distinct neuronal populations of the brain. Here, we present a spatial RNA editing map in the *Drosophila* brain and show that different neuronal populations possess distinct RNA editing signatures. After purifying and sequencing RNA from genetically marked groups of neuronal nuclei, we identified a large number of editing sites and compared editing levels in hundreds of transcripts across nine functionally different neuronal populations. We found distinct editing repertoires for each population, including sites in repeat regions of the transcriptome and differential editing in highly conserved and likely functional regions of transcripts that encode essential neuronal genes. These changes are site-specific and not driven by changes in *Adar* expression, suggesting a complex, targeted regulation of editing levels in key transcripts. This fine-tuning of the transcriptome between different neurons by RNA editing may account for functional differences between distinct populations in the brain.

## Significance

A fundamental question in contemporary neuroscience is how the remarkable cellular diversity required for the intricate function of the nervous system is achieved. Here, we bridge the gap between a cellular machinery that is known to diversify the transcriptome and the existence of distinct neuronal populations that compose the *Drosophila* brain. Adenosine-to-inosine (A-to-I) RNA editing is a ubiquitous mechanism that generates transcriptomic diversity in cells by recoding certain adenosines within the pre-mRNA sequence into inosines. We present a spatial map of RNA editing across different neuronal populations in *Drosophila* brain. Each neuronal population has a distinct editing signature, with the majority of differential editing occurring in highly conserved regions of transcripts that encode ion channels and other essential neuronal genes.

The complexity and function of the nervous system is due in part to the existence of various types of neuronal cells with distinct functions, anatomical locations, structures, physiologies, and connectivity. This diversity is accomplished by molecular programs that shape the repertoire of RNA molecules and proteins within each cell, giving rise to populations with distinct molecular signatures. Numerous mechanisms contribute to the genomic, transcriptomic, and proteomic diversity between neuronal populations, including activation of transposable elements, alternative splicing, and RNA modifications (1–3). One particular modification critical to brain function is adenosine-to-inosine (A-to-I) RNA editing, catalyzed by proteins called adenosine deaminases that act on RNA (ADARs), which are conserved across metazoans (4, 5). The resulting inosines are read by the cellular machinery as guanosines, leading to a variety of consequences, including altered splicing and gene expression and changes to the amino acid sequences of proteins (6, 7).

Thousands of RNA editing sites have been discovered in *Drosophila* (8–15), and the loss of ADAR editing results in mainly neuronal and behavioral phenotypes (5, 16). Many of these sites are predicted to cause nonsynonymous protein-coding (“recoding”) changes in genes that are expressed and function primarily in neurons, such as ion channels and presynaptic proteins involved in neurotransmission. Evolutionary analysis of editing across multiple *Drosophila* species indicates that many of the recoding events in neuronal genes are being selected for over evolution, suggesting that their editing may be functionally important (12–14).

Studies indicate that editing modulates the kinetics of the voltage-dependent potassium channels Shaker and Shab (17, 18); the agonist potency of the GABA-gated chloride channel, Rdl (19); and the voltage sensitivity and closing kinetics of the sodium channel Paralytic (Para) (20). While there are more protein-recoding editing events in flies than in mammals, a number of mammalian ion channels also undergo functionally important RNA editing events, which can be dynamically regulated across brain tissues (21, 22); yet, the regulation of a particular editing site may not be fully assessed at the entire tissue level. Editing levels are known to differ between neurons and glial cells (23), but little is known about the diversity and functional importance of this process in different neuronal populations. So far, RNA editing profiling of *Drosophila* neurons has faced the technical difficulty of reliably defining and isolating certain neuronal populations out of many in sufficient quantity, and thus editing level measurements typically represent an average of editing from large brain regions or whole brain tissue.

Here, we utilized a battery of *Gal4* drivers and refined the INTACT (Isolation of Nuclei Tagged in A specific Cell Type) method (24) to analyze the spatial distribution of editing events among nine different neuronal populations taken from adult fly brains. To examine the editing levels of thousands of known and novel editing sites, we deployed two complementary approaches: RNA-sequencing (RNA-seq) to quantify editing levels in highly expressed transcripts across the different neuronal populations and microfluidic multiplex PCR and sequencing (mmPCR-seq) to gain highly accurate editing level measurements at targeted sites (25). We identified editing sites using the RNA-seq data and then determined editing levels at these sites and previously identified sites through either mmPCR-seq or RNA-seq. We found that each neuronal population has a unique RNA editing signature composed of distinct editing levels of specific sites in neuronal transcripts, some of which harbor unique combinations of multiple editing sites. Many of these regulated sites have been predicted to be functional. We found evidence for coregulation of nearby sites in the same transcripts and identified instances where different subunits of a certain neuronal machinery are edited differentially in distinct population of neurons. Furthermore, we show that these editing level differences are unlikely to be caused by changes in *Adar* expression, suggesting other factors, including differentially expressed RNA binding proteins, may regulate ADAR to fine-tune editing levels across different populations of neurons.

## Results

### Isolation of RNA from Discrete Nuclei-Tagged Neuronal Populations.

We and others had measured editing levels in whole fly heads and brains (10, 26), but treating the brain as one unit prevented us from pinpointing editing sites that are differentially regulated between distinct populations of neurons, which may reflect their functional importance. To reveal RNA editing level variation between types of neurons, we used *Gal4* drivers to mark and isolate different subsets of neurons within the fly brain. The chosen neuronal populations regulate various aspects of behavior and physiology and are composed of varying numbers of cells with distinct anatomy and connectivity across the brain (Fig. 1*A*). The largest population we studied are the mushroom body neurons (marked by *OK107-Gal4*) (27), which serve as the integration center for many behaviors and have a major role in learning and memory (28), and the Fruitless (*fru-Gal4*) neurons, which are implicated in specifying sexual behavior in male and female flies and comprise ∼2% of central nervous system neurons. We chose four populations of neurons associated with neuropeptide signaling, Neuropeptide F (*NPF-Gal4*), Neuropeptide F Receptor (*NPFR-Gal4*), Diuretic hormone 44 (*Dh44-Gal4*), and Corazonin neuropeptide (*Crz-Gal4*), which regulate different aspects of motivational behaviors and stress response and represent only a small number of neurons in the brain (29). We also chose three populations expressing neurotransmitters, dopamine (*TH-Gal4*), serotonin (*Trh-Gal4*), and octopamine (*Tdc2-Gal4*), which mediate a broad range of innate and learned behaviors as well as regulate homeostatic responses. We also used a pan-neuronal driver (*elav-Gal4*) as a reference for whole brain neurons.

**Fig. 1.**
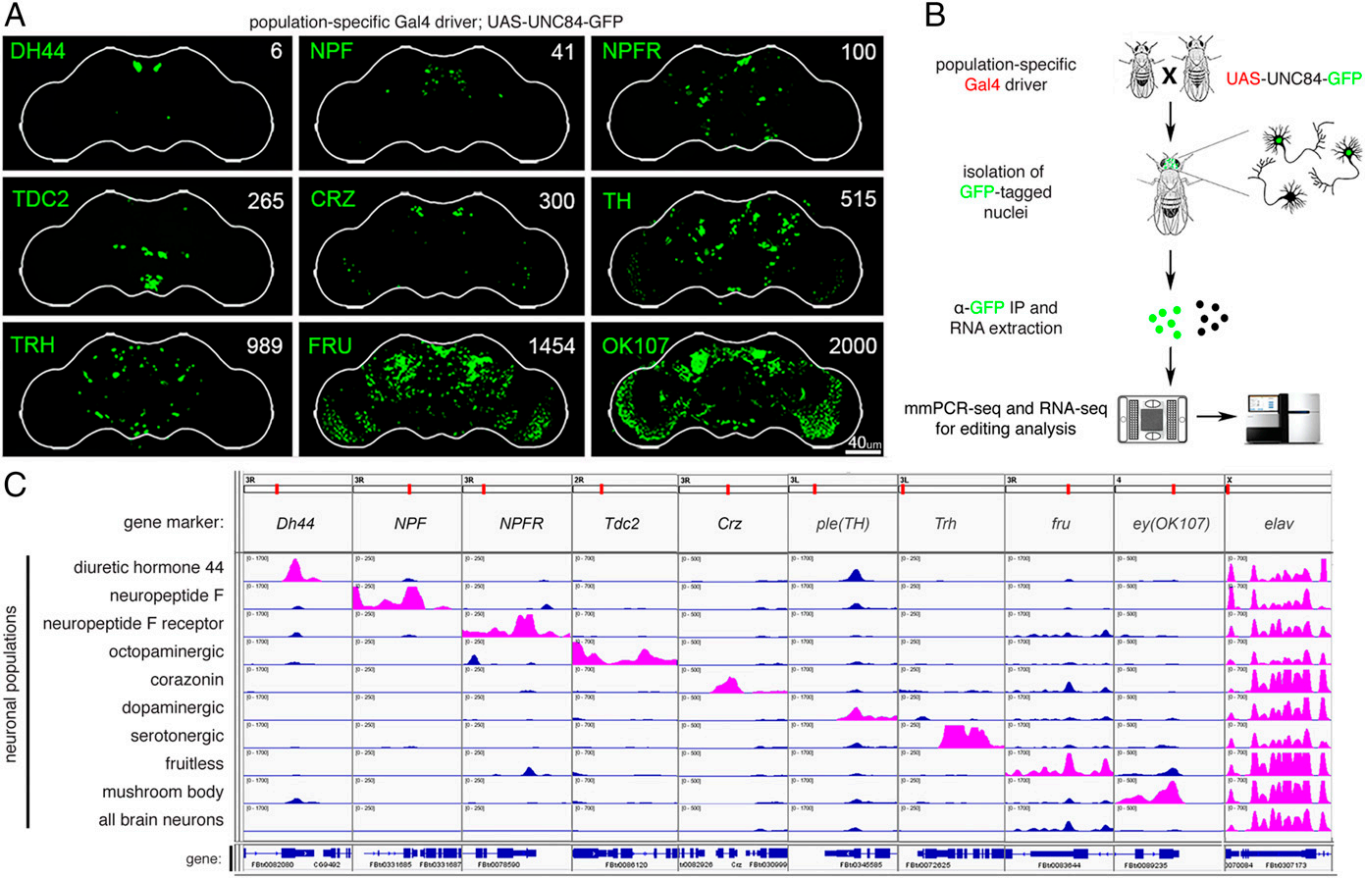
Isolation of RNA from distinct neuronal populations. (*A*) Confocal images of GFP-marked nuclei in fly brains from the nine neuronal populations used in this study. *Gal4* drivers are listed on the left of each image, with the number of cells in each neuronal population listed on the right. (Scale bar: 40 µm.) (*B*) Schematic of workflow for isolating RNA from discrete neuronal populations and RNA editing analysis. (*C*) Visualization of RNA-seq reads from the nine cell populations and Elav control at marker genes for the 10 groups. Reads of the relevant marker genes for each population listed on the left are shown in pink.

There are several approaches that allow for the isolation of genetically marked subsets of neurons, including manual sorting (30), FACS (31), and ribosome tagging (32). Since RNA editing is a cotranscriptional process that takes place in the nucleus, we chose to analyze newly formed RNA transcripts residing within neuronal nuclei. For that purpose, we used the INTACT method (24). This technique utilizes specific *Gal4* drivers to mark neuronal nuclei with a genetically encoded nuclear tag (UNC84-GFP) that can then be purified by immunoprecipitation. We improved upon the published INTACT protocol by adding a purification step that minimized nonspecific binding of cytoplasmic debris and fragments of broken nuclei (*Methods* and *SI Appendix*, *Extended Methods*). We isolated nuclear RNA from 10 specific neuronal populations and used two complementary methods to measure RNA editing across neuronal populations, RNA-seq and mmPCR-seq (25) (Fig. 1*B*). 

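The values reported here come from mmPCR-seq, in which regions of many transcripts are amplified in parallel PCRs and sequenced, to cover chosen editing sites with many reads. The samples were 30 in number, 3 biological replicates of each of the 10 populations, and each was made from nuclear RNA of about 300 adult fly heads of both sexes. Nuclei were purified by INTACT from Dh44, NPF, NPFR, Crz, Tdc2, TH, Trh, Fru and OK107 neurons and from the neurons marked by the pan-neuronal elav driver (Elav). Male and female heads were processed separately for Fru, and their reads were combined by the authors. The authors mapped the reads to dm6 and deposited, for each replicate, the counts of A and of G base calls from uniquely mapped reads at each site and the editing level as a fraction, G over A plus G. All levels are given here as percentages computed from the counts. The files cover 1409 distinct sites, with 1127 to 1321 sites in a sample, and the reference base on the transcribed strand is A at all of them (759 on the plus strand and 650 on the minus strand). The total of A and G reads per sample ranged from 877792 to 2748201, with a median of 1272827, and the median number of reads per site ranged from 695 to 1899 between samples. Fru samples had the highest totals, from 2301113 to 2748201 reads, and Dh44 had the lowest median of 3 replicates, 911331. A level of 50% has a 95% Wilson confidence interval of ± 6.86 percentage points at 200 reads and ± 20.1 points at 20 reads. The smallest level that 3 G reads can show is 1.5% at 200 reads and 15% at 20 reads. These intervals and floors cover counting error only, because the reads are PCR products without molecular identifiers. Gene, exon and strand were taken from Ensembl release 115 on the same genome, and the class of each change (nonsynonymous, synonymous, UTR) from Dataset S2 where it lists the site and from the reference annotation at the other sites.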

We used RNA-seq to measure RNA editing in highly expressed transcripts and mmPCR-seq to obtain highly accurate editing level measurements independent of gene expression at 605 loci (33) harboring known editing sites.

To validate our approach in isolating distinct population of neurons, we compared the expression of marker genes across the transcriptome of the 10 different populations of neurons. As expected, the marker genes showed population-specific expression, while the pan-neuronal marker *elav* was evenly expressed in all groups of neurons (Fig. 1*C*). We saw enrichment of the desired markers even for low-abundance populations such as NPF or Dh44 neurons, suggesting that we successfully captured the transcriptomes of these neuronal populations. Some neuronal populations, like the one marked by *TH-Gal4*, had partial overlap with other neuronal populations, as can be seen by the expression of the TH marker gene across several neuronal populations.

### Identification of Editing Sites from Distinct Neuronal Populations.

We hypothesized that RNAs from distinct neuronal populations would include RNA editing sites that were previously undetected because whole-brain sequencing does not provide adequate coverage of editing sites that are only edited or expressed in a small number of cells. We modified our previously developed computational pipeline to identify editing sites from the transcriptomes of the 10 neuronal groups (*SI Appendix*, *Supplementary Note* and Fig. S1). From all populations combined, we identified 2,058 variants of all possible base conversions, 88% of which were A-to-G or T-to-C and thus indicative of A-to-I editing events (Fig. 2*A*). These sites included both known and novel editing sites in each neuronal population (Dataset S1). We found between 161 (in Crz) and 287 (in Fru) known editing sites and 46 (in Dh44) and 518 (in Fru) novel sites in each neuronal population (Fig. 2*B*). Many of the novel sites were identified in only one neuronal population, whereas known sites were more often identified repeatedly in multiple neuronal populations by our pipeline (Fig. 2*C*), demonstrating that sequencing each distinct neuronal population facilitated the discovery of additional sites. The majority of the novel sites did not overlap annotated regions of the transcriptome (Fig. 2*D*), with 76% overlapping repetitive regions of the genome, compared with 13% of the known sites (Fig. 2*E*). We found that our novel sites grouped into 225 loci (with <100 bases between adjacent editing sites), with repetitive loci often containing large numbers of sites, including one locus having as many as 116 editing sites (Fig. 2*F*). In total, we identified 1,762 editing sites, finding 501 known editing sites and 1,261 novel sites (Fig. 2*G*). Because the de novo identification pipeline included stringent filters, we also measured editing levels at known sites with high coverage in RNA-seq and used mmPCR-seq to measure editing levels at known sites that were not highly covered in RNA-seq. These strategies led us to include an additional 800 known editing sites in our downstream comparative analysis.

**Fig. 2.**
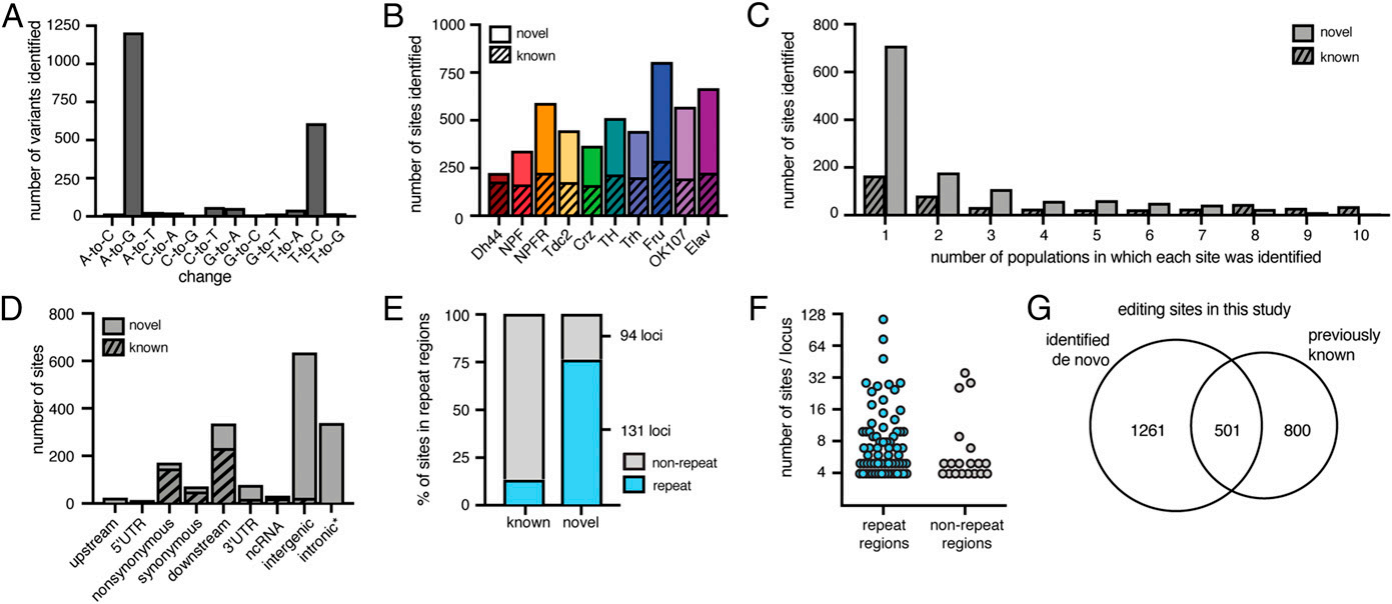
Identification of RNA editing sites from distinct neuronal populations. (*A*) The total number of all variants identified de novo. (*B*) The number of editing sites identified de novo from each population, split into known sites in stripes and novel sites in solids. (*C*) Histogram of the number populations in which each known site and novel site was identified de novo. (*D*) The number of known and novel sites found in each annotated location. *353 sites annotated as intronic are found in the *Myo81F* heterochromatic region of chr3R. (*E*) The percentage of known and novel sites identified by our pipeline that overlap annotated repeat regions (blue) or do not (gray). (*F*) The number of novel editing sites found within each locus that contained at least four sites, for loci overlapping repeat regions and nonrepeat regions. *y* axis is log_2_ scale. (*G*) Venn diagram of editing sites identified de novo and known editing sites used in this study.

### RNA Editing Levels Differ Between Neuronal Populations in the Fly Brain.

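Editing levels were recomputed from the A and G counts of each mmPCR-seq replicate. At the Adar auto-editing site, for example, each replicate had between 977 and 2057 reads. Of the 1409 sites in the files, 545 are listed in Dataset S2. The mmPCR-seq levels that the paper gives in Dataset S4 could be set beside the counts at 525 sites and 14610 single values, and none differed by more than 0.05 percentage points, the rounding of the published values.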

We calculated RNA editing levels using both RNA-seq and mmPCR-seq by determining the fraction of G reads over the total number of reads at each known and novel site. Both RNA- and mmPCR-seq editing level measurements were highly reproducible between three biological replicates from each neuronal population (*SI Appendix*, Fig. S2). 

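Across sites with at least 20 reads in both samples, Pearson's r of the mmPCR-seq editing levels of a pair of replicates of the same population had a median of 0.954 over the 30 pairs and ranged from 0.813 to 0.985, over 987 to 1219 sites. These correlations are across sites, which are not independent replicates. The 405 pairs of samples from different populations had a median r of 0.893, with a range of 0.777 to 0.960. The root mean square difference had a median of 6.65 percentage points between replicates and 11.1 points between populations. Dh44 (r of 0.813 to 0.833) and NPF (0.847 to 0.860) had the lowest values between replicates, and Fru (0.974 to 0.985) the highest. Set against counting error of the reads alone, the difference between replicates gave a chi-square per site with a mean of 4.55 to 44.7 over the pairs and a median of 0.787 to 9.58, each median below the mean of its pair. With at least 100 reads in place of 20, the median r was 0.963, and it was 0.987 when sites were limited to those whose replicates lay within 20 points of each other, which fixes part of the rise in advance.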

In the subset of editing sites that were covered in both the RNA- and mmPCR-seq, editing levels were highly reproducible between the two methods. 

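The mean mmPCR-seq editing level of the 3 replicates was set beside the RNA-seq level that the paper gives in Dataset S1 for the same population, at the 158 to 203 sites per population with both. Pearson's r across these sites had a median of 0.896 over the 10 populations and ranged from 0.767 in Dh44 to 0.914 in Crz. The median absolute difference ranged from 4.06 percentage points in Elav to 8.01 points in NPF, and was 7.79 points in Dh44 and 4.17 points in Crz. The RNA-seq levels are the paper's, the mmPCR-seq levels are computed from the counts, and the sites are not independent replicates.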

To compare editing levels between neuronal populations, we looked at a total of 1,036 editing sites that were covered by either mmPCR- or RNA-seq in at least 7 of 10 different neuronal populations with 20× coverage and editing levels that were reproducible between replicates (Dataset S2). 

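From mmPCR-seq alone, 1075 sites had at least 20 reads in each of the 3 replicates and replicate levels within 20 percentage points of each other in at least 7 of the 10 populations. All 10 populations met the rule at 731 of these sites, 9 populations at 179, 8 at 115 and 7 at 50. Combinations of a site and a population were left out 2897 times for too few reads and 564 times for the range of the replicates. Dataset S2 lists 525 of the 1075 sites as measured by mmPCR-seq and 10 as measured by RNA-seq, and 540 are not in Dataset S2. The highest population mean reached 10% at 546 sites, of which 23 are outside Dataset S2. RNA-seq sites without mmPCR-seq counts were not analysed here.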

Pairwise comparisons of editing levels between all neuronal populations revealed that 271 editing sites (26% of sites queried) had statistically significant differences of at least 20% in their editing levels between at least two different neuronal populations (Fig. 3*A*). 

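At each of the 1075 sites, A and G reads of the 3 replicates were combined, scaled to 200 reads and compared between populations by two-sided Fisher's exact tests, with Benjamini-Hochberg adjustment over the sites of each of the 45 pairs of populations. At 213 sites (19.8%), at least 1 pair had an adjusted p under 0.05 and means of the replicate levels that differed by at least 20 percentage points. Of these, 203 are among the 525 sites that Dataset S2 lists as measured by mmPCR-seq (38.7%) and 10 are outside Dataset S2. Without the limit of 20 points, 509 sites had an adjusted p under 0.05 in at least 1 pair. The number of sites per pair ranged from 5 between Dh44 and NPF to 100 between Crz and Fru, with a median of 24. Of the 100 sites, 91 were higher in Fru. Fewer sites could be tested between Dh44 and NPF (763) than between Crz and Fru (1061). A limma test on the log2 odds of the replicate levels gave 213 sites without a replicate block and 213 with the replicate number as a block, and a Cochran-Mantel-Haenszel test stratified by replicate number gave 213. The pairing of samples by replicate number is taken from the labels. After removing each population's mean, samples with the same number from different populations had a mean r of -0.0134 over 415 sites (135 pairs), and samples with different numbers had a mean r of 0.00646 (270 pairs). The alternative that moved the number of sites most was a difference of at least 30 points in place of 20, with 80 sites. The largest difference was at an Ile->Val site of para (chromosome X, position 16471229), with 85.9% ± 2.70 (SD, n = 3) in NPFR and 15.7% ± 2.92 (SD, n = 3) in Crz, 70.2 points apart. It was followed by a Tyr->Cys site of para (X, 16509684), 67.4 points higher in Crz than in NPFR, and an Asn->Asp site of CG42540 (3L, 4586715), with 84.9% ± 1.51 in TH and 20.9% ± 5.93 in Crz. Next came a 3′ UTR site of Tsp26A (2L, 6002117), with 69.2% ± 5.39 in Fru and 10.3% ± 4.67 in NPF, and a Gln->Arg site of Sec23 (3R, 5650351), with 74.4% ± 3.40 in Fru and 18.4% ± 5.65 in NPF. These 5 sites were taken from those where every replicate of the higher population is above every replicate of the lower one.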

To understand which neuronal populations showed the largest differences, we counted the number of times the same site was differentially edited between each neuronal population in its pairwise comparisons with all other populations. Fig. 3*B* shows the number of sites with decreased or increased editing of at least 20% between each of the 10 neuronal populations and every other population as well as the number of other populations from which each site differed. We found that Fru neurons were the most heavily weighted toward increased editing levels, with 190 editing sites that showed higher editing in Fru than other neuronal populations. 

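In the mmPCR-seq counts, 152 sites were higher in Fru than in at least 1 other population by the pairwise test (adjusted p under 0.05 and at least 20 percentage points), and 22 were lower. The next highest number was 97 higher sites in NPFR. Of the sites higher in Fru, 25 were higher than in at least 5 other populations. The count was 152 with limma, with or without a replicate block, and with the Cochran-Mantel-Haenszel test. Fru samples also had the most reads. With every sample thinned at random to 877792 reads, 152 sites were higher in Fru and 93 in NPFR. The scaling to 200 reads already removes most of the difference in depth before the test. With only mmPCR-seq sites of Dataset S2, 147 sites were higher in Fru.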

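By the same test, 116 sites were lower in Crz than in at least 1 other population and 34 were higher. Trh followed with 101 lower and 19 higher sites, so that the number of higher sites minus the number of lower sites was -82 in both Crz and Trh. In Crz, 22 of the sites were lower than in at least 5 other populations. The count was 116 without a replicate block and 115 with one in limma, and 116 with the Cochran-Mantel-Haenszel test. With a difference of at least 30 points, 31 sites were lower in Crz and 36 in Trh.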

Crz neurons were the most skewed toward lower editing than the other neuronal populations, where 155 editing sites had decreased editing compared with at least one other neuronal population. The other neuronal populations had between 88 and 160 editing sites that were differentially edited from at least one other neuronal population (Fig. 3*B*). 

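Counting each site that was higher or lower than in at least 1 other population, 173 sites differed in Fru and 149 in Crz. The other populations had between 83 and 126 such sites. These were 126 in NPFR (97 higher, 32 lower), 124 in TH (69 higher, 62 lower), 116 in Trh, 108 in NPF (27 higher, 82 lower), 104 in Elav (88 higher, 17 lower), 100 in OK107 (52 higher, 52 lower), 96 in Tdc2 (35 higher, 67 lower) and 83 in Dh44 (38 higher, 48 lower). A site can be higher than in one population and lower than in another, and then counts in both directions. The counts rest on 882 tested sites in Dh44 and 839 in NPF, against 1016 (Elav) to 1073 (Fru) in the others. Low counts in Dh44 and NPF may therefore reflect fewer testable sites.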

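Principal component analysis of the 30 mmPCR-seq samples used the 731 sites covered in all 10 populations. The first component held 31.9% of the variance and the second 19.4%. The mean first component score was 1.35 ± 0.0803 (SD, n = 3) in Fru and -1.14 ± 0.121 in Crz, and Crz had the highest second component score, 1.21. In Euclidean distance over these sites, with levels as fractions, the nearest other sample was a replicate of the same population for all 30 samples. The limit on the replicate range holds down the distances within populations at these sites and so fixes part of this in advance. The median distance was 0.682 between replicates and 1.74 between samples of different populations. The mean distance to the other populations was 2.15 for Crz and 2.01 for Fru, and between 1.41 (OK107) and 1.74 (NPF) for the rest. The 731 sites include sites of cac, Pvr, Spt5, LpR2 and dgt1 whose levels may reflect a strain variant between the driver lines. Population means there differ by up to 46.9 points (dgt1) to 51.8 points (cac). They add to the distances between populations, Fru included, and the distances were not computed without them.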

We also performed principal component analysis on editing levels in all 10 neuronal populations and observed clustering patterns similar to our pairwise editing comparisons (*SI Appendix*, Fig. S3).

**Fig. 3.**
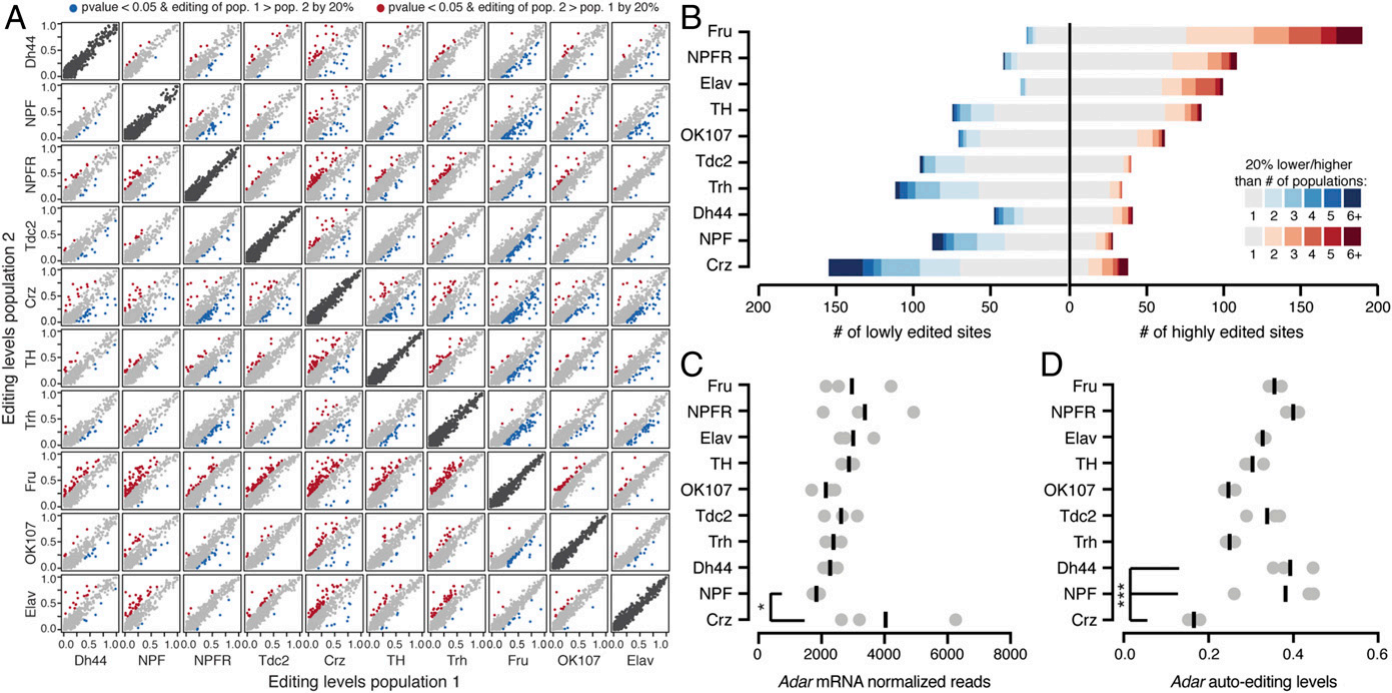
RNA editing level differences between neuronal populations. (*A*) Pairwise comparisons of editing levels from three combined replicates of mmPCR-seq or RNA-seq between 10 populations. Red and blue dots are editing sites that differ by >20% editing between populations with *P* < 0.05 (Fisher’s exact tests), and gray dots are sites with <20% editing change. Dark gray dots are representative biological replicates of each population. (*B*) The number of editing sites that are more highly or lowly edited in each population listed on the left compared with all other populations. Shades of blue and red represent the number of populations in which each site differs in pairwise comparisons. (*C*) *Adar* mRNA normalized read counts from RNA-seq of each population. Each dot is one replicate with bars representing the mean. *P < 0.05 (Wald test). (*D*) Editing levels at the *Adar* auto-editing site at chrX:1781840 in all populations. Each dot is one replicate, with bars representing the mean. ***P < 0.001 (Fisher’s exact test) and editing change >20%.

To test whether editing level differences between these neuronal populations stem from variation in ADAR levels, we determined *Adar* mRNA expression levels in these populations (Fig. 3*C*). We found that *Adar* levels were similar between neuronal populations, with no correlation between *Adar* expression and the observed differences in overall editing levels between the different neuronal populations (Fig. 3*C* and *SI Appendix*, Fig. S4*A*). Next, we tested whether the differences between the populations could be explained by variation in ADAR enzymatic activity, which is decreased upon auto-editing within its own transcript (16). 

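The Adar auto-editing site lies at position 1781840 of chromosome X (dm6), in exon 9 (1781718 to 1781883) of Adar (1773725 to 1788065, plus strand), where it changes Ser to Gly. The 41 bases centred on it read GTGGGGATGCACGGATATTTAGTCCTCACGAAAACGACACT on the transcribed strand. Its mmPCR-seq level was 16.6% ± 1.38 (SD, n = 3) in Crz. The mean was 24.7% in OK107, 25.0% in Trh, 30.4% in TH, 32.8% in Elav, 33.8% in Tdc2, 35.6% in Fru, 38.2% in NPF, 39.3% in Dh44 and 40.0% in NPFR. NPF had the largest spread between replicates (SD 10.5). The mean over the 27 samples outside Crz was 33.3%. The highest Crz replicate (18.0%) was below the lowest replicate of any other population (23.8%). The difference of -16.7 percentage points had a two-sided exact permutation p of 0.000493, the smallest that 3 samples against 27 allow. This test treats the 27 samples as independent, though they are 3 replicates of each of 9 populations. Its p therefore does not measure the spread between populations. Against Elav alone the difference was -16.2 points, and the exact permutation p was 0.1, the smallest that 3 against 3 allow. In the pairwise Fisher's exact tests, Crz differed by at least 20 points from 3 of the 9 other populations: Dh44 (-22.7), NPF (-21.6) and NPFR (-23.4).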

Like *Adar* expression, auto-editing levels were similar between populations, with Crz neurons having the lowest auto-editing levels (Fig. 3*D* and *SI Appendix*, Fig. S4*B*). This lower auto-editing level was expected to contribute to increased, rather than decreased, editing in Crz; therefore, we concluded that auto-editing levels were not the main cause for the observed differences in editing levels. Furthermore, we found no correlation between the number of cells in each neuronal population and overall editing levels (*SI Appendix*, Fig. S4*C*).

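The overall editing level is the share of G reads among all reads at all sites of a replicate. Across the 10 population means, the Adar auto-editing level and the overall editing level had a Pearson's r of 0.549 (permutation p 0.0919, 0.184 after Benjamini-Hochberg adjustment) and a Spearman's rho of 0.455 (permutation p 0.192, adjusted 0.383). This was 1 of 2 relations with overall editing that were computed. Without Crz and OK107, the populations farthest from the median auto-editing level, r was 0.370 (permutation p 0.367). Crz had the lowest auto-editing level, 16.6% ± 1.38 (SD, n = 3), together with an overall editing level of 15.2% ± 0.450, and 116 sites were lower in Crz than in another population. Since auto-editing lowers the activity of ADAR, the paper reasons that less auto-editing in Crz would raise editing there, and concludes that auto-editing is not the main cause of the differences.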

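Overall editing levels differed between the populations, from 15.1% ± 0.632 (SD, n = 3) in Trh and 15.2% ± 0.450 in Crz to 19.3% ± 0.730 in Elav and 20.3% ± 0.464 in Fru. The range of the population means was 5.14 percentage points, and the median SD between replicates was 0.553 points. In a permutation test on the sum of squares between populations with 100000 resamples, p was 1e-05, the smallest these resamples can give, with and without permuting within replicate number. The mean level over the 942 sites covered in every sample had a range of 5.47 points. Across the 9 populations with a cell number in Fig. 1A, cell number and overall editing had a Pearson's r of 0.208 (exact permutation p 0.561, 0.561 after Benjamini-Hochberg adjustment over 2 relations) and a Spearman's rho of 0.0500 (exact permutation p 0.912, adjusted 0.912). Without Fru and OK107, the populations farthest from the median cell number, r was -0.463 (exact permutation p 0.300), so its sign rests on those populations.

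**Figure D1:**
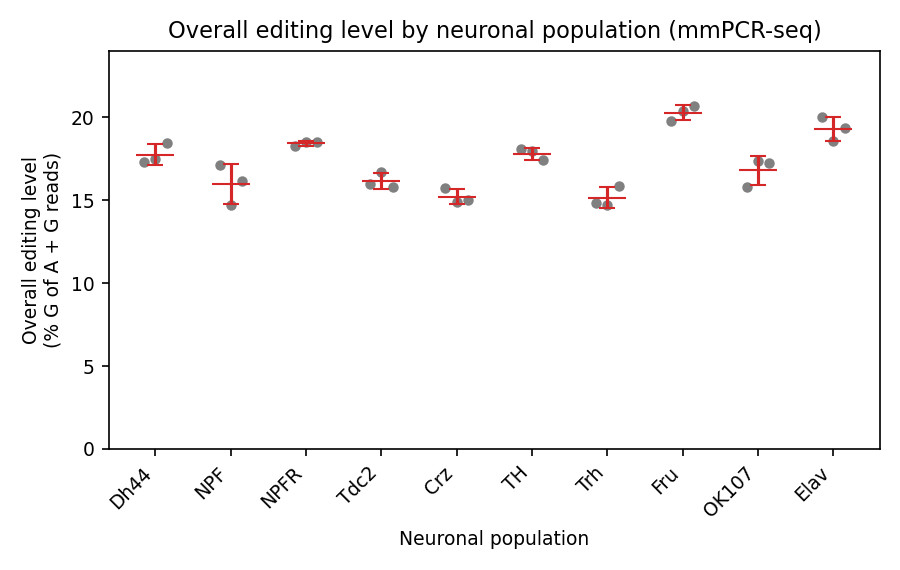
Overall editing level (G reads over all reads at all mmPCR-seq sites, percent) of each replicate, by population. Points are the 3 replicates and the larger marks give the mean and SD, from 15.1% in Trh to 20.3% in Fru.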

In addition to ADAR, a number of RNA binding proteins are known to regulate editing levels at individual editing sites, and RNA binding proteins in general are good candidates for modulators of editing on a site-by-site basis (34). Comparing the expression levels of RNA binding proteins across neuronal populations, we found 105 different RNA binding proteins that were at least twofold differentially expressed between at least two neuronal populations in pairwise comparisons. These differences included increased expression of *pum*, *orb*, and *Rbp6* in Crz neurons over all other populations (*SI Appendix*, Fig. S5 and Dataset S3). These RNA binding proteins may serve as candidate *trans* regulators of editing levels at the 271 editing sites that were found to be differentially edited between the different neuronal populations.

### Identifying Unique Regulation of Editing Events in Different Neuronal Populations.

We sought to identify sites that were uniquely regulated in one neuronal population compared with all others. We calculated z scores to determine how much each replicate of each population of neurons differed from the mean of all population replicates at each site (Dataset S4). 

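Z scores were computed for each mmPCR-seq replicate against the mean and SD (divisor n) of all replicates at a site. A site was called when all 3 replicates of a population had absolute scores above 1.65 in the same direction and its mean level was at least 10 percentage points from that of the next closest population. Among the 1075 tested sites, 55 sites in 35 genes met the rule, with 27 high and 30 low calls, because 2 sites were high in one population and low in another. Of the paper's 64 sites, 52 are in the mmPCR-seq files and all 52 were called, in the same populations. This outcome is largely fixed in advance: the sites were listed by applying the same rule to the levels of Dataset S4, without 2 calls that Fig. 4 does not show, the divisor n was chosen on those levels, and the counts give the same levels. The other 12 are not analysed here. Another 3 calls are outside the paper's list: a synonymous Leu site of Sh (X, 17950039), which the rule also calls in Dataset S4 but Fig. 4 does not show, at 21.0% ± 7.51 (SD, n = 3) in Crz, with 2.39% in the next population; an Asn->Ser site of unc80 (3R, 27673289) at 47.4% ± 6.95 in Crz, with 62.7% in the next; and an Ile->Val site of cac (X, 11968946) at 52.1% ± 0.579 in Fru, with 27.5% in the next. The cac site is not listed in Dataset S2, and its level was near 0% in most populations. The alternative that moved the number of sites most was a gap of 20 points to the next population, with 10 sites.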

We identified 31 editing sites that were lowly edited in one population (Fig. 4*A*) and 33 sites that were highly edited in one population (Fig. 4*B*). The majority of both the lowly and the highly edited sites were found in Crz and Fru neurons, respectively, consistent with our previous analysis (Fig. 3*B*). 

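Of the 30 low calls, 24 were in Crz, 3 in NPF and 1 each in NPFR, Tdc2 and Trh. Of the 27 high calls, 16 were in Fru, 8 in Crz and 3 in NPFR. Crz had 32 of the calls and Fru 16, and all other populations had 9. At the paper's sites covered here, which were chosen from these same samples, the population's mean differed from the median of all replicates by 13.9 to 60.1 percentage points, with a median of 21.8 over the 55 combinations of a site and a population, the Adar site included. All replicates of the population lay beyond all other samples in each of the 55 (two-sided exact permutation tests, largest adjusted p 0.0015 after Benjamini-Hochberg adjustment). The other samples are replicates of the other populations and not independent, so these p values do not measure the spread between populations.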

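Among the 55 population-specific mmPCR-seq sites, 36 (65.5%) were nonsynonymous, against 591 of the other 1020 tested sites (57.9%), a difference with a two-sided Fisher's exact p of 0.326 (0.652 after Benjamini-Hochberg adjustment over the annotation classes). Over all 1075 tested sites the share was 58.3%. Limited to sites that Dataset S2 lists as measured by mmPCR-seq, the shares were 64.8% and 63.3% (p 0.882). Against tested sites whose population means span at least 10 percentage points, the sites that could have met the rule, the share of the others was 68.0%, above that of the population-specific sites (p 0.758). The test counts sites one by one. With 1 site per gene the share of population-specific sites was 76.9% (p 0.259).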

The 64 sites with population-specific editing were enriched for nonsynonymous editing events, with 56% of sites predicted to change protein-coding sequences compared with 36% of the total sites we tested (*P* = 0.0010, χ^2^ test). These sites were depleted of intronic sites, with 6% of sites found in introns vs. 28% in the tested population (*P* = 0.0015, χ^2^ test). 

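None of the 1075 tested mmPCR-seq sites was annotated as intronic, so the share was 0% of the 55 population-specific sites and 0% of the other tested sites, and the test on this class has no power here. The intronic sites of Dataset S2 were measured by RNA-seq, and the RNA-seq samples were not analysed here.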

Synonymous sites, UTR sites, and noncoding RNA sites were neither enriched nor depleted in the set of population-specific sites. 

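Synonymous sites were 6 of the 55 population-specific mmPCR-seq sites (10.9%) and 17.5% of the other tested sites (two-sided Fisher's exact test, p 0.270, 0.652 after Benjamini-Hochberg adjustment). UTR sites were 10 of 55 (18.2%) and 23.3% of the others (p 0.511, adjusted 0.766). Noncoding RNA sites were 0 of 55 and 5 of the other tested sites (p 1). Sites of unknown class were 3 of 55 (5.45%), all in sli, and 0.686% of the others (p 0.0118, adjusted 0.0707).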

To further characterize the list of population-specific editing differences, we performed Gene Ontology (GO) analysis of the genes containing these differentially edited sites. We found that Crz-specific editing sites were located within genes enriched for multiple GO terms related to the regulation of membrane potential and cation transmembrane transport above a background of edited genes in this dataset (Dataset S5). Fru-specific editing sites were found more often in transcripts with roles in cell signaling and differentiation, but they did not show any significant enrichment.

**Fig. 4.**
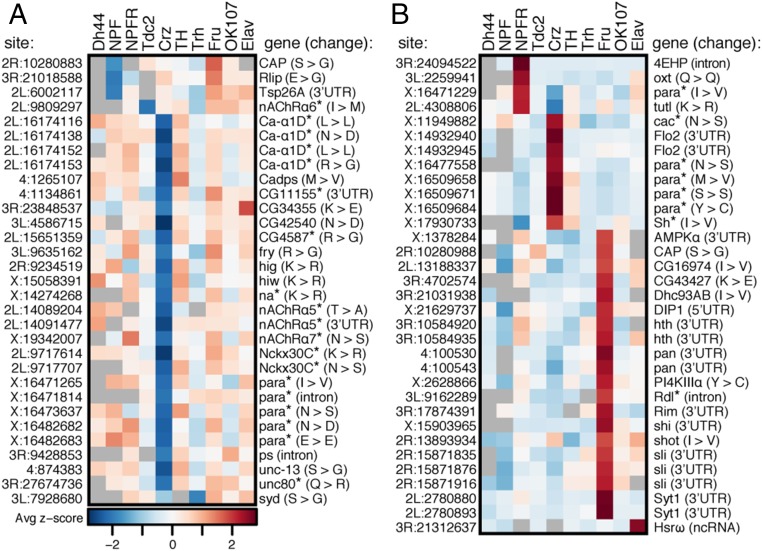
Population-specific editing level differences. Average *z* score of replicate editing levels at sites where one population shows a population-specific decrease in editing (*A*) or a population-specific increase in editing (*B*) is shown. *Genes are involved in ion transport.

While editing differences between tissues have been associated with expression differences of edited transcripts (35), the majority of transcripts with population-specific editing did not show differential expression in the neuronal population in which they were uniquely edited (*SI Appendix*, Fig. S6 and Dataset S3). However, five transcripts that were edited differently in Crz neurons were also more highly expressed in Crz neurons than in all of the other populations: *CG34355*, *Flo2*, *para*, *nAChRα7*, and *Nckx30C*. These transcripts contained sites with both decreased and increased editing levels, implying that site-specific editing changes cannot be simply explained by the relative abundance of the transcript within a specific neuronal population.

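The mmPCR-seq files cover sites of all 5 transcripts, whose expression was not analysed here. By the pairwise test in at least 1 comparison, CG34355 (3R, 23803859 to 23859167) had 1 tested site, which was lower in Crz. Flo2 (X, 14839376 to 14933946) had 5 tested sites, 2 of them higher in Crz and 0 lower. In para (X, 16455027 to 16533096), 3 of 21 tested sites were higher and 6 were lower in Crz. In nAChRα7 (X, 19327075 to 19348447), 1 of 2 tested sites was lower, and in Nckx30C (2L, 9711512 to 9746495) 2 of 5 were lower. By the population-specific rule, para had 3 high and 4 low sites in Crz, Flo2 had 2 high sites, Nckx30C had 2 low sites, and CG34355 and nAChRα7 had 1 low site each. From the presence of both directions in transcripts that are more abundant in Crz, the paper reasons that the relative abundance of a transcript does not by itself explain its editing changes.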

### Coregulation of Clustered Editing Sites.

Of the 64 sites that showed population-specific editing levels, we found a total of 19 sites in eight different groups that were located within 40 bases of at least one other population-specific site. 

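Of the 55 population-specific mmPCR-seq sites, 19 sites in 8 groups lay within 40 bases of another. The groups were 4 sites of Ca-α1D (2L, 16174116 to 16174153, low in Crz), 2 of sli (2R, 15871876 to 15871916, high in Fru), 2 of hth (3R, 10584920 to 10584935, high in Fru), 2 of pan (chromosome 4, 100530 to 100543, high in Fru), 2 of Flo2 (X, 14932940 to 14932945, high in Crz) and 3 groups in para. In para, 3 sites (16509658 to 16509684) were high in Crz, 2 adjacent sites (16482682 to 16482683) were low in Crz, and 1 group (16471229 to 16471265) had one site low in Crz and the other high in NPFR. In 7 of the 8 groups all sites had the same population and direction. In the remaining group, the site high in NPFR (16471229) was also lowest in Crz among the populations kept. It had 15.7% there, -26.5 percentage points from the median of all replicates, but did not meet the rule in Crz.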

Since nearby editing events often occur within the same physical transcript (36), we examined whether these groups of sites showed similar population-specific editing trends due to coregulation of the editing events in the clusters. We measured the usage of each possible editing isoform in all neuronal populations for clusters of sites that could be found within the same mmPCR-seq amplicon (Dataset S6). First, we looked at a cluster of two sites in the *sli* transcript that are 40 bases apart and were both highly edited in Fru neurons. These sites were edited at 29% and 34% in Fru, whereas the median editing levels across all populations were 10% and 18%, respectively (Fig. 5*A*). 

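Both sites lie in exon 21 (15870054 to 15873465) of sli (2R, 15869495 to 15922118, minus strand). Dataset S2 gives their class as unknown, and the reference annotation gives His->Arg at 15871916 and a synonymous Thr change at 15871876. The first had 28.8% ± 2.14 (SD, n = 3) in Fru and a median of 10.8% over all replicates, and the second had 33.7% ± 1.79 in Fru and a median of 16.0%. At both sites all 3 Fru replicates were above the other 24 samples, with a two-sided exact permutation p of 0.000684, the smallest this design allows (0.000917 after Benjamini-Hochberg adjustment over the named sites). Another population-specific site of sli, at 15871835, had 58.1% ± 2.33 in Fru and a median of 37.2%.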

We calculated the usage of the four possible editing isoforms covering these two sites, and we found that in Fru, the AA isoform was found less often than in the other populations (67% compared with the median 84%) and the GG isoform was found more often than in the other populations (26% compared with the median 10%) (Fig. 5*B*). 

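The isoform shares expected without linkage were computed for each Fru replicate as products of the mmPCR-seq levels of the sites at 15871916 and 15871876. They were 47.2% ± 2.66 (SD, n = 3) for AA, 9.73% ± 1.20 for GG, 19.1% for GA and 24.0% for AG. The observed shares need single reads and are the paper's, from Dataset S6: the paper's observed share was 67.2% ± 2.00 for AA, 25.7% ± 1.55 for GG, 1.37% for GA and 5.77% for AG. Observed minus expected was 20.0 percentage points for AA and 16.0 points for GG. From the surplus of AA and GG, the paper proposes that editing at the sites is linked.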

Based on the editing levels measured at the two sites independently, we would expect the AA and GG isoforms to represent 50% and 8% of the total number of transcripts; instead, we found both the AA and GG to be overrepresented by 17%, with a concomitant decrease in AG and GA transcripts (Fig. 5*C*), suggesting that the editing events at the two sites are in fact linked. We then measured the differences in the observed vs. the expected percentages of isoform usage in the five other clusters of two sites that appeared to be coregulated for all populations. We found that, in all populations, these sites also showed an overrepresentation of AA and GG isoforms and an underrepresentation of AG and GA isoforms (Fig. 5*D* and *SI Appendix*, Fig. S7 *A*–*E*), confirming that in these clusters, ADAR preferentially edits either both sites together or neither site.

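Of the 8 clusters in Dataset S6, 7 have sites with mmPCR-seq levels here, and 5 of those are pairs of sites, in para (X, 16482683 and 16482682), Flo2, sli, pan and hth. In all 5 pairs and in every population compared, the paper's observed share was above the expected share for AA and GG and below it for GA and AG. The median surplus of GG over populations was 12.6 percentage points in para, 8.92 in hth, 7.54 in sli, 3.66 in Flo2 and 2.75 in pan. The median surplus of AA was 13.8 points in para, 9.92 in sli, 8.36 in hth, 2.51 in Flo2 and 2.02 in pan. All 10 populations have levels at these sites, and Dataset S6 gives shares in 10 of them for para, in 8 for sli and in 9 for each of the others.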

**Fig. 5.**
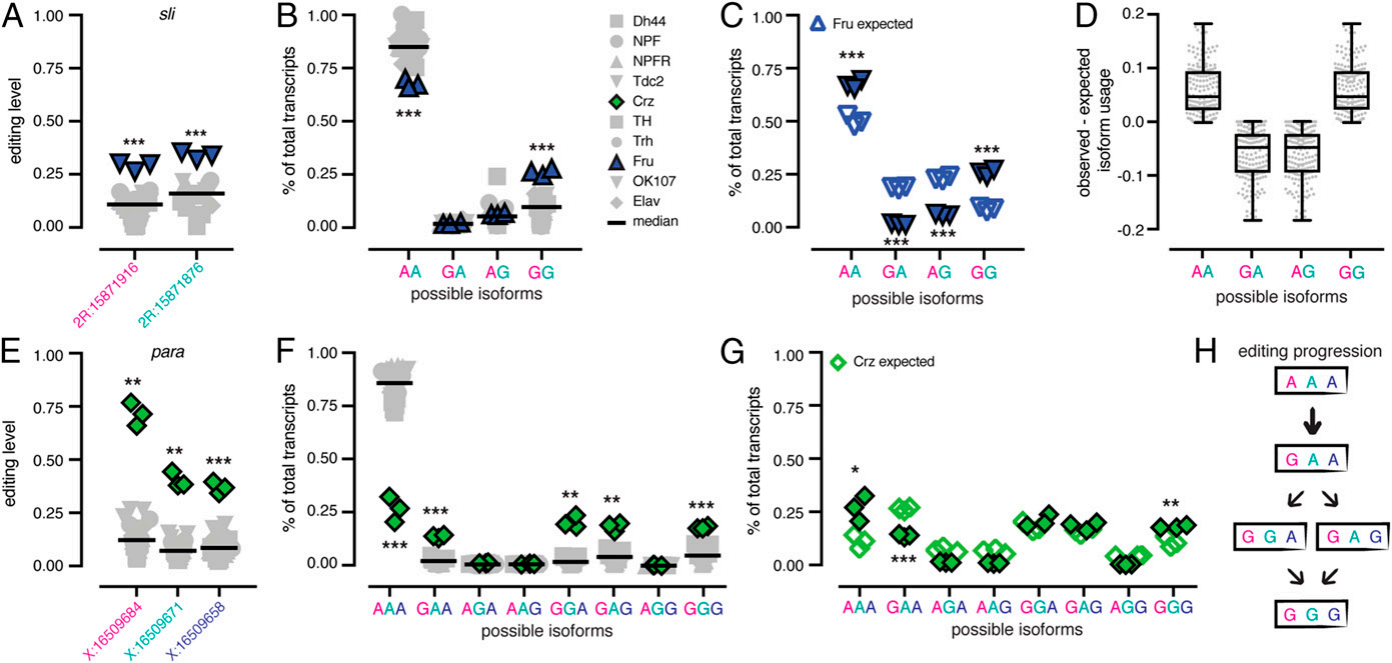
Coregulation of proximal editing sites. (*A*) Editing levels across all replicates of all populations at a cluster of two editing sites in *sli* with Fru in blue. ***P < 0.001 (Welch’s *t* tests). Bars represent median of all replicates. (*B*) The percentage of total transcripts using each possible editing isoform at the two sites in all populations. ***P < 0.001 (Welch’s *t* tests) and mean difference > 10%. (*C*) Observed and expected isoform usage in Fru neurons. ***P < 0.001 (Student’s *t* tests). (*D*) Tukey’s boxplots of the difference between the observed and expected isoform usage for four isoforms in six clusters of coregulated sites in all populations. (*E*) Editing levels across all replicates of all populations at a cluster of three editing sites in *para*, with Crz in green. **P < 0.01; **P < 0.001 (Welch’s *t* test). (*F*) The percentage of total transcripts using each possible editing isoform at the three sites in all populations. **P < 0.01; ***P < 0.001 (Welch’s *t* tests) with mean difference > 10%. (*G*) The observed and expected isoform usage in Crz neurons. *P < 0.05; **P < 0.01; ***P < 0.001 (Student’s *t* tests). (*H*) A model for editing at the cluster of three sites showing editing at the first site is critical for editing at the other sites in the cluster.

In addition to the coregulated clusters of two sites, we also identified two larger clusters of sites that showed similar evidence of coregulation, including a cluster of four sites in *Ca-α1D* (*SI Appendix*, Fig. S7*F*) and a cluster of three sites in *para*. This three-site cluster showed editing increases of 58%, 32%, and 27% over the median editing levels of the other neuronal populations (Fig. 5*E*). 

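The 3 sites lie in exon 7 (16509576 to 16509704) of para, on the minus strand of chromosome X. In Crz the Tyr->Cys site at 16509684 had 71.4% ± 5.36 (SD, n = 3), 59.3 percentage points above the median of all replicates (12.1%). The synonymous Ser site at 16509671 had 40.2% ± 3.62 in Crz, 33.1 points above its median of 7.13%, and the Met->Val site at 16509658 had 36.9% ± 2.71, 28.3 points above its median of 8.53%. Each Crz replicate was above the other 27 samples at all 3 sites (two-sided exact permutation p 0.000493, the smallest possible, 0.000917 after Benjamini-Hochberg adjustment). Coverage at these sites was 1558 to 1761 reads per Crz replicate.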

We found that, at the isoform level, these editing increases at the three sites led to a 59% decrease in completely unedited transcripts (AAA) from the median level of all populations and a similar increase (between 12% and 19%) of four different editing isoforms: GAA, GGA, GAG, and GGG (Fig. 5*F*). Similar to the clusters with two sites, we found that the completely unedited isoform and the completely edited isoform (AAA and GGG) were overrepresented, while isoforms with only one editing event (GAA, AGA, and AAG) were underrepresented (Fig. 5*G*). 

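Expected shares of the 8 isoforms of the 3-site cluster of para were computed from the mmPCR-seq levels and set beside the paper's observed shares in the 9 populations for which Dataset S6 gives them, all but NPF. Observed minus expected had a median over populations of 13.8 percentage points for AAA and 5.78 points for GGG, and was positive in 9 of 9 populations for both. The median was -9.09 points for GAA, -5.88 for AGA and -5.44 for AAG, and negative in 9 of 9 populations for each. GGA and GAG had medians of 1.04 and 2.11 points and were positive in 9 of 9, and AGG had a median of -0.668 points and was negative in 8 of 9. In the Ca-α1D cluster of 4 sites, the paper's observed shares were above the expected ones in all 9 populations with shares for AAAA (median 2.14 points), AGAA (8.74 points) and GGGG (9.21 points), in 8 of 9 for AGGG (3.32 points) and in 6 of 9 for GGAA (0.315 points), and below them in at least 7 of 9 for every other isoform.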

From this data, we can postulate a progression of editing at these three sites. 

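In Crz, the shares of the para isoforms without editing at the first site (16509684) were the following. AGA was observed by the paper at 1.3% and expected at 7.21% ± 1.14 (SD, n = 3) from the mmPCR-seq levels, AAG was observed at 0.833% and expected at 6.27% ± 1.06, and AGG was observed at 0.267% and expected at 4.17% ± 0.199. Among isoforms edited at the first site, the paper's observed share was 13.8% for GAA, 20.6% for GGA, 18.5% for GAG and 18.0% for GGG, with expected shares of 26.9%, 18.1%, 15.7% and 10.7%. From its statement that the edited isoforms all carry the first edit, the paper proposes that this site is edited first and is needed for editing at either or both of the others.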

Since all edited isoforms included editing at the first site, we propose that this site is edited first and required for editing at one or both of the second and third sites (Fig. 5*H*).

### Differential RNA Editing in Transcripts Involved in Neuronal Transmission.

A substantial proportion of the transcripts with population-specific editing have roles in neuronal transmission, so we wanted to explore the consequences of these editing differences. We compared our population-specific editing sites to three recent studies that used computational strategies to predict editing events in *Drosophila* that are likely to be functional because they are found in conserved regions of the genome, are conserved as editing events throughout multiple *Drosophila* species, or are in regions under positive selection (12–14). 

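The evidence for function that Dataset S2 lists was counted for the 55 population-specific mmPCR-seq sites. It was in favour of function at 40 sites and against it at 8, while 6 sites were not studied and 1 is not in Dataset S2. Among sites with evidence either way, 83.3% of 48 population-specific sites and 79.6% of the 427 other tested sites (340 sites) were listed as functional (two-sided Fisher's exact test, p 0.704).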

Of the 64 population-specific editing sites, 41 sites were predicted to be likely functional by at least one of these studies, while only 8 sites showed evidence against functionality (the remaining 15 were not studied; Dataset S2). Of the sites that were predicted to be functional, many are found in transcripts that encode proteins that are critical for neuronal function, and some are known to function together within the same multiprotein complex or in the same pathway. In Crz neurons, *Ca-α1D*, which encodes an α subunit of a voltage-gated calcium channel, had two editing sites that showed a decrease in editing of 26% and 42% from median editing levels across all neuronal populations (Fig. 6*A*). 

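Both sites lie in exon 6 (16174057 to 16174196) of Ca-α1D (2L, 16165831 to 16190540, plus strand). In Crz the Asn->Asp site at 16174138 had 71.1% ± 1.32 (SD, n = 3), a difference of -26.1 percentage points from the median of all replicates (97.2%), and the Arg->Gly site at 16174153 had 40.9% ± 2.03, -38.7 points from its median of 79.6%. At both sites every Crz replicate was below the other 27 samples (two-sided exact permutation p 0.000493, the smallest possible, 0.000917 after Benjamini-Hochberg adjustment). At a pair of synonymous Leu sites in the same exon, Crz differed from the median by -20.6 points (16174116) and -36.3 points (16174152).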

We also observed an editing increase of 27% at a site within the EF-hand calcium-sensing domain of the voltage-gated calcium channel, cacophony (cac). Furthermore, we observed a decrease in editing of 22% from the median level of all populations in *CG4587*, which encodes an auxiliary α2δ subunit of voltage-gated calcium channels (Fig. 6*A*). These editing events have the potential to alter calcium ion flow within these neurons. 

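The cac site lies at 11949882 on chromosome X, in exon 24 (11949876 to 11950157) of cac (11931280 to 11985087, minus strand), and changes Asn to Ser. Its mmPCR-seq level was 71.7% ± 1.85 (SD, n = 3) in Crz, 27.7 percentage points above the median of all replicates (44.0%), and between 33.2% and 59.7% in the other 27 samples. The two-sided exact permutation p was 0.000493, the smallest possible (0.000917 after Benjamini-Hochberg adjustment).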

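The CG4587 site (2L, 15651359) lies in exon 7 (15651054 to 15651761) of a gene from 15644183 to 15718272 on the minus strand that the reference annotation names stol, and changes Arg to Gly. Its level was 23.6% ± 2.36 (SD, n = 3) in Crz, -21.8 percentage points from the median of all replicates (45.4%). All 27 other samples lay between 33.5% and 55.2% (two-sided exact permutation p 0.000493, the smallest possible, 0.000917 after Benjamini-Hochberg adjustment).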

The population-specific editing of the different subunits suggests that each neuronal population possesses a unique mixture of voltage-gated calcium channel isoforms. We also observed a similar regulation of editing at putatively functional sites in two transcripts encoding the sodium leak channel complex. One editing site within each of the narrow abdomen (na) α subunit and its auxiliary subunit Unc80 (37) showed decreased editing of 19% in Crz neurons from the median levels of all populations (Fig. 6*B*). 

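In na (X, 14266367 to 14277416, plus strand), the Lys->Arg site at 14274268 in exon 12 (14274204 to 14274390) had 6.64% ± 2.64 (SD, n = 3) in Crz, -19.4 percentage points from the median of all replicates (26.0%). Its coverage went down to 266 reads in a sample. In unc80 (3R, 27662439 to 27677099, plus strand), the Gln->Arg site at 27674736 in exon 26 (27673874 to 27675331) had 54.4% ± 0.887 in Crz, -18.4 points from its median of 72.8%. Every Crz replicate was below the 21 other samples at the na site and the 24 at the unc80 site, with two-sided exact permutation p values of 0.000988 and 0.000684, the smallest possible (0.00105 and 0.000917 after Benjamini-Hochberg adjustment).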

Various acetylcholine-gated ion channels (nicotinic acetylcholine receptors; nAChRs) also showed editing differences between populations. *nAChRα6* and *nAChRα7* showed a decrease in editing in Tdc2 of 27% and in Crz of 21%, respectively, at sites that change amino acids in the ligand-binding domains of these related proteins, while the *nAChRα5* showed 40% lower editing in Crz at one site predicted to change an amino acid in the ion-channel pore domain (Fig. 6*C*). 

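In nAChRα6 (2L, 9793317 to 9886250, minus strand), the Ile->Met site at 9809297 in exon 6 (9809222 to 9809402) had 45.4% ± 1.05 (SD, n = 3) in Tdc2, -25.7 percentage points from the median of all replicates (71.1%). The lowest of the other 21 samples was at 48.0% (two-sided exact permutation p 0.000988, adjusted 0.00105). In nAChRα7 (X, 19327075 to 19348447, minus strand), the Asn->Ser site at 19342007 in exon 8 (19341846 to 19342040) had 14.6% ± 0.313 in Crz, -22.4 points from its median of 36.9%. The lowest of the other 24 samples was at 25.3% (two-sided exact permutation p 0.000684, adjusted 0.000917). The nAChRα5 site was not analysed here.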

The identification of differential editing of several protein subunits that function together highlights the strength and complexity of RNA editing in diversifying the proteomic architecture. The composition of neuronal machineries within a certain neuronal population is determined by the distribution of edited vs. nonedited forms of multiple subunits associating within the same multiprotein complex. These data may indicate coregulation of editing across related transcripts in different neuronal populations.

**Fig. 6.**
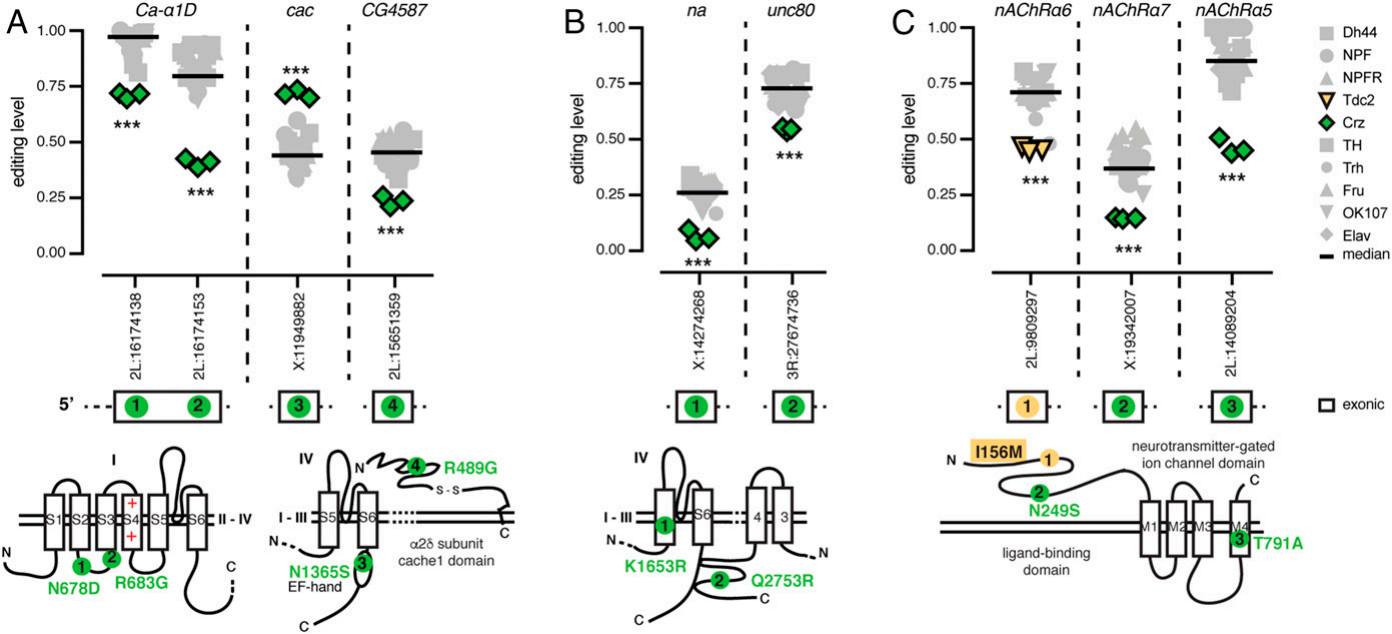
Coregulation of RNA editing in related proteins. (*A*) RNA editing levels at sites within transcripts encoding calcium-gated ion-channel subunits, Ca-α1D, cac, and CG4587, with Crz in green. (*B*) RNA editing levels at sites within transcripts encoding sodium leak channel components, na and Unc80. (*C*) RNA editing levels at sites within transcripts encoding nAChR subunits, nAChRα6 (Tdc2 in yellow), nAChRα5, and nAChRα7. Bars are median editing of all populations. ***P < 0.001 (Welch’s *t* test). Location of amino acids affected by editing as determined by Uniprot (*SI Appendix*, Table S1) are marked on protein drawings, as numbered in transcripts above.

### Editing Differences Suggest Functional Differences.

Numerous editing sites with differential editing levels between neuronal populations occurred within voltage-gated ion channels such as Para and Shaker. Voltage-gated ion channels are composed of four subunits or four linked subunit-like repeats, each of which contains six transmembrane segments (S1–S6) (38). 

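The mmPCR-seq files hold 21 tested sites of para (X, 16455027 to 16533096), of which 7 met the population-specific rule in Crz, 3 high and 4 low. The para sites that Dataset S2 marks as measured by RNA-seq and that the counts lack are not analysed here. The 3 high sites are in exon 7 (16509684, 16509671 and 16509658). The low sites were an Asn->Asp and a synonymous Glu site in exon 23 (16482682 at 7.10% ± 1.68 and 16482683 at 4.12% ± 1.11, SD, n = 3), an Asn->Ser site in exon 28 (16473637, 4.78% ± 1.46) and an Ile->Val site in exon 29 (16471265, 3.00% ± 1.62). Their differences from the median of all replicates were -23.5, -18.0, -33.9 and -27.7 percentage points. Each of the 7 sites had Crz replicates beyond all other samples (two-sided exact permutation tests, adjusted p 0.000917 after Benjamini-Hochberg adjustment). The other 14 sites differed from their medians by -26.5 to 0.0677 points in Crz, 10 of them by less than 5 points.

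**Figure D2:**
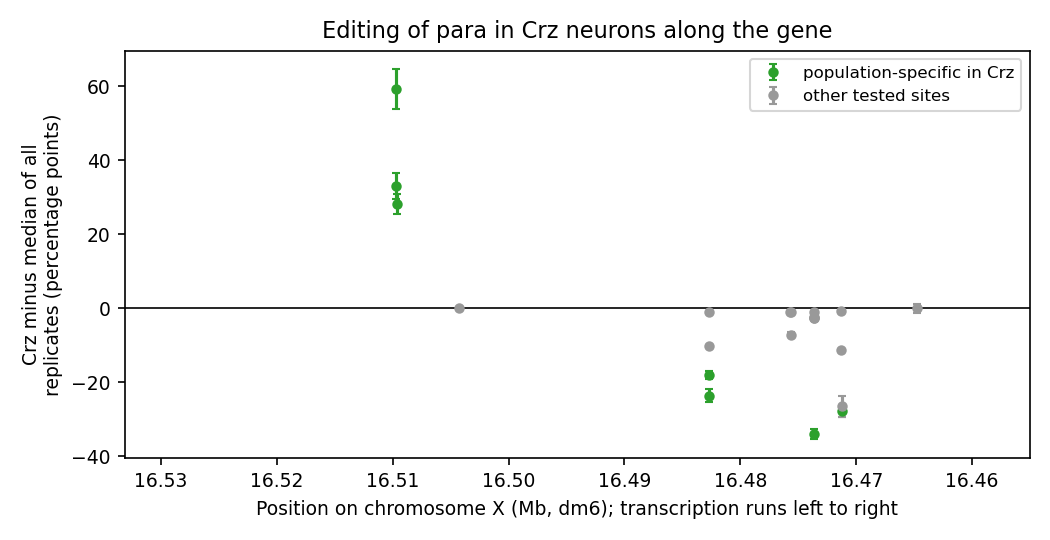
Editing level in Crz minus the median of all replicates (percentage points) at the 21 tested sites of para, by position on chromosome X of dm6, with the SD of the 3 Crz replicates. Sites that met the population-specific rule are marked, 3 above and 4 below the median.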

In Crz neurons, the transcript encoding the voltage-gated sodium channel Para was differentially edited at 10 different sites along its transcript, with 6 sites showing decreased editing and 4 sites showing increased editing levels. 

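The Tyr->Cys site (X, 16509684) had 71.4% ± 5.36 (SD, n = 3) in Crz, 59.3 percentage points above the median of all replicates, and the highest replicate of any other population had 26.5%. The 41 bases centred on it on the transcribed strand read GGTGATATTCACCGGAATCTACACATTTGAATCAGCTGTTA. The Ile->Val site in exon 29 (X, 16471229) had 85.9% ± 2.70 in NPFR, 43.7 points above its median of 42.2%. It lay within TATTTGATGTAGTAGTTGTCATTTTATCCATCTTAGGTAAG, and the highest of the other 24 samples had 60.4% (two-sided exact permutation p 0.000684, the smallest possible, adjusted 0.000917).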

The first site, changing Tyr^189^ to Cys, showed a remarkable 58% editing increase in Crz neurons over the median level in other neuronal populations, while the last site, an Ile^1691^ to Val change in the S3 of repeat IV, showed a 45% increase in NPFR neurons (Fig. 7*A*). The Tyr^189^ in S2 of the voltage-sensor domain (VSD) of repeat I is highly conserved across different species (Fig. 7*B*), leading us to hypothesize that an editing change might alter protein function.

**Fig. 7.**
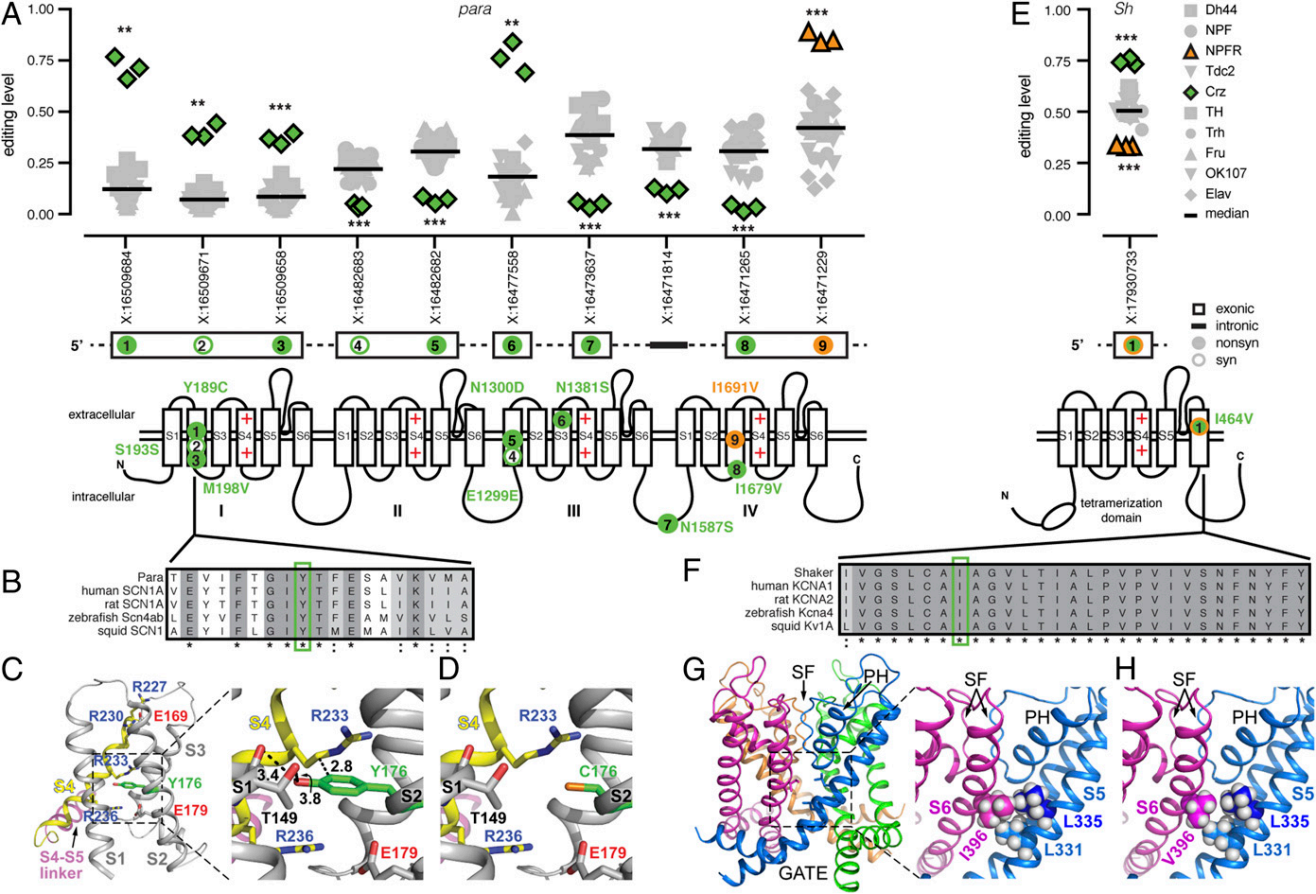
RNA editing in voltage-gated ion channels Para and Sh. (*A*) RNA editing levels at population-specific editing sites in *paralytic*. Crz is in green, and NPFR is in orange for significant sites. Bars are median editing levels of all populations. **P < 0.01; ***P < 0.001 (Welch’s *t* tests). Location of amino acids affected by editing are marked on protein drawings, as numbered in transcripts above. (*B*) Amino acid conservation within the S2 transmembrane domain of repeat I across voltage-gated sodium channels of five species with Tyr^189^ highlighted in green. (*C*) Ribbon diagram of the VSD (side view of S1–S4) of Para mapped onto the 3D structure of the homologous voltage-gated Na^+^ channel from *Periplaneta Americana*. Tyr^176^ (green) is homologous to *D. melanogaster* Tyr^189^. (*C*, *Right*) Magnification showing the potential interactions (dashed lines) of Tyr^176^ (in S2) with Thr^149^ (in S1) and Arg^233^ (in S4). (*D*) Same as in *C*, but reflecting the RNA editing of Tyr^176^ to Cys. Carbon atoms are gray or yellow. Oxygen, nitrogen, and sulfur atoms are in red, blue, and orange, respectively. Hydrogen atoms were removed for clarity. Numbers near dashed lines show distances in angstroms. (*E*) RNA editing levels at an editing site with population-specific editing in *Shaker*. (*F*) Amino acid conservation within the S6 transmembrane domain across voltage-gated potassium channels of five species with Ile^464^ highlighted in green. (*G*) Ribbon diagram of the pore domain of Shaker mapped onto the 3D structure of the *R. norvegicus* Kv1.2 voltage-gated K^+^ channel shown from the side, with the four identical subunits colored differently. PH, pore helix; SF, selectivity filter. (*G*, *Right*) Magnification showing Ile^396^ (homologous to Ile^464^) of the S6 segment and its potential van der Waals interactions with Leu^331^ and Leu^335^ of S5 in the adjacent subunit. (*H*) Same as in *G*, but reflecting the RNA editing of Ile^396^ to Val.

To predict the functional consequences of recoding Tyr^189^ into a cysteine residue (Y189C), we mapped the edited amino acid onto the 3D structure of the homologous voltage-gated sodium channel from the American cockroach [Protein Data Bank (PDB) ID code 5X0M] (Fig. 7 *C* and *D*). The S2 segment is part of the VSD formed by the first four transmembrane segments, S1–S4; whereas the fifth and sixth transmembrane segments (S5 and S6) are tightly arranged around a fourfold axis of symmetry to create the ion conduction pathway (39–42) (Fig. 7 *A*, *Lower*). VSDs of various voltage-dependent ion channels are endowed with charged amino acids, also called gating charges, and have four highly conserved arginine residues along S4 (e.g., Fig. 7*C*) that mainly contribute to the voltage-driven gating charge transfer during channel activation (43–49). The gating charges reside in aqueous crevices and translocate across a focused electric field that is occluded by a bulky residue (Phe or Tyr) (40–42). It has been suggested that the charge transfer across the Phe/Tyr bulky residue on S2 is facilitated through sequential electrostatic interactions of the gating charge residues with negative countercharges in segments S2 and S3 (50–53). Inspection of the 3D structure indicates that recoding Tyr^189^ into Cys (homologous to the aforementioned Tyr^176^ in PDB ID code 5X0M) would eliminate the bulky occlusion in the pathway of the gating charges in the first VSD (Fig. 7 *C* and *D*), which might modify gating kinetics.

Crz and NPFR neurons also showed differential editing at a site in the voltage-gated potassium channel Shaker (Sh) that is predicted to change Ile^464^ to Val (I464V) in the S6 pore-lining segment. The site showed a 24% increase in editing in Crz neurons and 17% decrease in NPFR neurons compared with the median level of all populations (Fig. 7*E*). 

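The Sh site lies at 17930733 on chromosome X, in exon 11 (17930586 to 17930776) of Sh (17924307 to 18063247, minus strand), and the 41 bases centred on it read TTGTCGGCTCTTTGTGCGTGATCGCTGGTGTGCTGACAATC on the transcribed strand. Its level was 74.6% ± 1.55 (SD, n = 3) in Crz, 24.0 percentage points above the median of all replicates (50.6%), and 33.5% ± 0.423 in NPFR, -17.2 points from it. The 21 other samples in each comparison, all covered at this site, were below every Crz replicate, with a maximum of 62.1%, and above every NPFR replicate, with a minimum of 41.4% (two-sided exact permutation p 0.000988, the smallest possible, adjusted 0.00105 in both).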

Ile^464^ and its flanking amino acids were highly conserved among potassium channels (Fig. 7*F*). To assess the structural effect of such an RNA editing event, we inspected the X-ray crystal structure of the Kv1.2 voltage-dependent K^+^ channel (PDB ID code 2A79) (54), a homologous potassium channel from *Rattus norvegicus*. The 3D structure of the rat Kv1.2 indicated that its Ile^396^ of the S6 pore-lining segment (homologous to Ile^464^ in the *Drosophila* shaker K^+^ channel) forms van der Waals interactions with Leu^331^ and Leu^335^ on the S5 segment of the adjacent subunit (Fig. 7 *G* and *H*). One can therefore envision that the replacement of Ile^396^ by valine in the Kv1.2 structure might result in the loss of the van der Waals interaction with Leu^335^ (Fig. 7 *G* and *H*) and weaken the bond network between S6 and S5. Such a structural perturbation might propagate to the pore helix and the selectivity filter and therefore affect C-type inactivation and/or might propagate along the S6 toward the activation/deactivation gate.

## Discussion

RNA editing is one mechanism that contributes to transcriptomic and proteomic heterogeneity in neurons. We set out to increase the resolution of our understanding of the transcriptome-wide RNA editing landscape within the fly brain by determining editing level differences between nine different neuronal populations. By improving the INTACT protocol, we were able to isolate different populations of neurons with distinct functional differences. Using RNA- and mmPCR-seq, we determined how RNA editing facilitates transcriptomic diversity between these functionally diverse populations.

We identified many previously unknown editing sites in these neuronal populations. These sites, which were often found in lowly expressed transcripts, mostly overlapped repetitive regions of the transcriptome, which is consistent with reports of editing of repeat regions in flies and other species, including Alu sequences in human (55, 56). While most studies of RNA editing in *Drosophila* have focused primarily on ADAR editing of coding regions, our data suggest that ADAR has a wide-ranging role in editing noncoding transcripts. These editing events may regulate transposable elements, circular RNA biogenesis (57), and RNA interference pathways, which can in turn alter heterochromatin formation (55). They may also play a role in the *Drosophila* innate immune system, distinguishing self from nonself RNAs, similar to demonstrated roles for ADAR proteins in mammals (58). While additional studies are needed to determine the functional significance of these editing events, our data suggest that sequencing the transcriptomes of small neuronal populations can facilitate the discovery of these sites by providing deep sequencing of rare RNAs.

We identified hundreds of sites where editing differed between at least two groups of profiled neurons, with Crz and Fru neurons standing out as particularly different from the other populations. In contrast to a report that suggested high editing levels mainly in mushroom body neurons based on editing levels of a reporter construct of an engineered editing substrate (59), we found prominent editing across all of these populations of neurons, with editing levels similar to mushroom body neurons. 

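The overall editing level of the OK107 (mushroom body) samples was 16.8% ± 0.876 (SD, n = 3) in mmPCR-seq, against a mean of 17.3% over the other 9 populations, a difference of -0.528 percentage points with a two-sided exact permutation p of 0.641 over the 30 samples. Of the other populations, 5 had a higher mean (Dh44, TH, NPFR, Elav and Fru) and 4 a lower one. The mean level over the 942 sites covered in every sample was 16.7% in OK107 and 16.9% in the others (exact permutation p 0.840). These sites were chosen for mmPCR-seq, so the levels do not describe all transcripts.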

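Each population was compared with Elav at the tested mmPCR-seq sites where either level reached 5%. In Crz, 562 sites were compared, with a median difference of -5.18 percentage points. The difference was within 10 points at 68.1% of the sites, and 45 sites were lower and 6 higher by at least 20 points. In Trh the median was -4.32 points, with 75.0% within 10 points, and in Fru it was 1.79 points over 587 sites, with 92.5% within 10 points and 3 sites higher and 4 lower by at least 20. A site of cac among the 3, and sites of Spt5, LpR2 and dgt1 among the 4, are outside Dataset S2 and had population means mostly near 0, 50 or 100%. At the 477 sites of Dataset S2 alone, the median in Fru was 2.18 points, with 2 sites higher and 1 lower by at least 20 points. The medians of the other populations lay between -3.07 and -0.489 points. In Crz, 14 sites were higher and 165 lower by at least 10 points. The paper states that the differences lie at specific sites and are not global changes to editing. Against Elav, the values in Crz show a shift across many sites beside the larger differences at single sites. The same holds for Trh, with 6 sites higher and 132 lower by at least 10 points. Not all sites shared the shift.

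**Figure D3:**
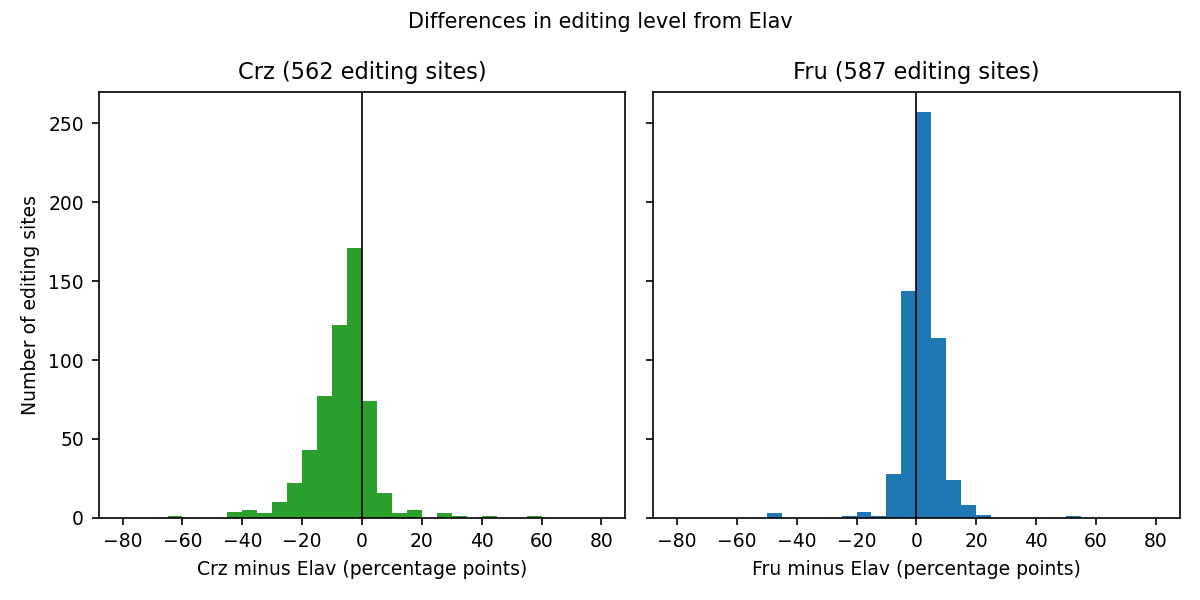
Difference in editing level from Elav (percentage points) at sites with a level of at least 5%, as the number of sites per bin, for Crz on the left and Fru on the right. The median is -5.18 points in Crz and 1.79 points in Fru.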

The editing differences we identified were found at specific sites, rather than being global changes to editing at all sites. These differences could not be explained by *Adar* expression or auto-editing differences between populations or by differential expression of the edited transcripts, suggesting a complex regulation of editing levels at these sites. In some transcripts, we found bidirectional regulation of editing across the same transcript. We also identified a number of editing sites that were physically close and coregulated in the same neuronal populations, as ADAR is likely to edit these groups of sites sequentially. These types of editing differences suggest a regulation of editing that can exert its effect differently in different parts of the same transcript. Regulation by RNA binding proteins may have such an effect (34). We found differential expression of numerous RNA binding proteins between neuronal populations, which may be responsible for some of the differential RNA editing levels we observed at different sites in distinct neuronal populations. Future experiments could determine whether these RNA binding proteins regulate editing levels between cell populations by knocking down these candidate *trans* regulators in populations in which they are differentially expressed and reexamining editing levels in those populations.

In addition to RNA binding proteins, the circadian clock gene *period* has been shown to influence RNA editing in flies (60). Flies with hypomorphic alleles of *Adar* also show defects in circadian rhythm (61), suggesting a connection between RNA editing and circadian rhythm. Interestingly, some Crz neurons have been shown to express *period*, signifying that Crz neurons may play a role in circadian rhythm (62), which could be important for regulation of the editing differences that we observe in Crz neurons. In fact, two related proteins that we found to be differentially edited in Crz neurons, Unc80 and na, are known to play critical roles in circadian rhythm (37). Further functional study is needed to fully determine whether RNA editing in Crz neurons in particular contributes to circadian rhythm.

A number of the differentially regulated sites we identified across these neuronal populations were predicted to be functional in computational analyses of the conservation and natural selection of RNA editing sites across *Drosophila* species (12–14), suggesting that the editing differences we observed between neurons may have physiological consequences for the fly. While evidence of conservation and positive selection are good indications that editing may have functional consequences, further study is needed to understand the physiological effects of these editing events. Based on high homologies with ion channels having resolved 3D structures, we predict that editing of two such sites may alter voltage sensing and gating kinetics in the Paralytic sodium channel and the Shaker potassium channel, presumably leading to functional differences in neuronal excitability or sensitivity to different neuromodulators. The Ile^464^-to-Val editing in the *Drosophila* Shaker K^+^ channel is lowly edited in NPFR neurons and highly edited in Crz neurons. Previous electrophysiological studies showed that, when N-type inactivation is removed, the Val^464^ edited isoform of the *Drosophila* Shaker K^+^ channel displays a significantly slower deactivation rate than the Ile^464^ unedited channel (17). A more physiologically interesting effect emerged when N-type inactivation was characterized in the wild-type edited and unedited isoforms of the Shaker K^+^ channel. That is, compared with the Ile^464^ unedited isoform, the Val^464^ edited isoform inactivates more rapidly, displays stronger steady-state inactivation, and recovers more slowly from inactivation (17). Such alterations in N-type inactivation would likely lead to broadening of the action potentials, as is the case when voltage-gated K^+^ channels in rat mossy fibers inactivate rapidly and recover from inactivation very slowly (63). In fact, editing events nearby, such as the editing site that changes Ile^470^ to Val and is conserved in humans, have profound effects on protein function (22, 64). We therefore hypothesize that the excitability of Crz neurons in the *Drosophila* changes upon Ile^464^ to Val editing in the Shaker K^+^ channel. Crz neurons also show increased editing at Tyr^189^ in the S2 segment of repeat I of the Para channel. Based on 3D modeling, we predict that this change might alter gating kinetics by altering amino acid interactions within the VSD of the protein; however, whether editing would confer different gating properties on the channel remains to be elucidated experimentally.

In addition to protein-recoding differences, we also observed editing changes in 3′ UTRs, which our previous analysis predicts can be functional (12) and might alter gene expression, mRNA localization, or other posttranscriptional regulatory mechanisms. The functional insights provided by our study can prompt future in-depth biochemical and behavioral analyses that were previously hampered by the need to choose which of the thousands of editing sites to focus on. For example, future studies may utilize emerging CRISPR technologies to increase or abolish editing at single sites in particular cell types and then test the effects of the editing changes on subtle phenotypes by using automated behavioral tracking systems such as the Fly Bowl (65). The identification of highly regulated sites and their spatial distribution across different neurons can promote studies to dissect their functional relevance within the right cellular context.

One caveat in considering the functional consequences of these editing sites is taking into account other sites within the same protein that might also alter protein function. We measured editing isoforms for a set of sites that appeared to be coregulated in different neuronal populations, and we found that editing sites that reside within 40 bases of each other in a transcript were often edited in tandem in the same physical transcript. We show here that the Tyr^189^ event in Para is closely linked with another nonsynonymous amino acid change as well as a synonymous change. Since editing events in Shaker have been shown to display functional epistasis (17), this linkage of editing may enhance or attenuate functional consequences of the editing event. We also show that editing of related proteins, such as subunits of voltage-gated calcium channels, can show coregulation within neuronal populations, which might create greater functional differences between these populations.

Decreasing editing at many sites by knocking down ADAR in a number of different neuronal populations leads to locomotor and behavioral changes in the fly (61, 66); however, it is unclear whether the regulation of specific editing sites contribute to these behavioral changes or that it reflects global impairment of neuronal function due to dysregulation of many targets. The data presented in this study serve as a valuable resource toward identifying functionally relevant editing events, as they expose highly regulated sites which can serve to bridge the gap between their cell-specific function and regulation of complex behaviors.

## Methods

### Fly Stocks and Culture.

Flies were raised at 25 °C in a 12-h-light/12-h-dark cycle in 60% relative humidity and maintained on cornmeal, yeast, molasses, and agar medium. *UAS*_*-*_*unc84-2XGFP* transgenic flies were crossed with the following Gal4 drivers: *Dh44-Gal4*, *NPF-Gal4*, *NPFR-Gal4*, *Tdc2-Gal4*, *Crz-Gal4*, *TH-Gal4*, *TRH-Gal4*, *fru-Gal4*, *OK107-Gal4*, and *elav-Gal4*. *NPFR-Gal4* was a gift from the J. Truman laboratory, Howard Hughes Medical Institute Janelia Campus, Ashburn, VA.

### RNA Extractions from Different Neuronal Populations.

Neuronal-population-specific labeled nuclei were isolated by using the INTACT method as described (24) with slight modifications. About 300 adult fly heads (from a mix of males and females) were collected for each sample and homogenized. For Fru samples used as input for mmPCR, male and female heads were collected separately, with sequencing combined later. Nuclear fractions were incubated with anti-GFP antibody and protein G Dynabeads. After washing, bead-bound nuclei were separated by using a magnet and resuspended in Invitrogen Picopure RNA extraction buffer, and RNA was extracted by using the standard protocol. For detailed protocol, see *SI Appendix*, *Extended Methods*.

### mmPCR-Seq and RNA-Seq Library Preparation and Sequencing.

We performed mmPCR-seq as described (25), including a 15-cycle preamplification PCR using 10 μL of cDNA made from INTACT RNA extractions. mmPCR was done using primers designed to amplify *Drosophila* editing sites of interest (33), followed by a 13-cycle barcoding PCR. Samples were pooled, purified, and sequenced on an Illumina NextSeq with paired-end 76-base-pair reads. For RNA-seq, the NuGEN RNAseq v2 kit was used to prepare cDNA from the INTACT purified RNA, followed by library preparation using the SPIA-NuGEN Encore Rapid DR prep kit. Samples were sequenced on an Illumina HiSeq using single-end 60-base-pair reads. Raw sequencing files were deposited in the Gene Expression Omnibus (GEO) database (67) (accession no. GSE113663). See *SI Appendix*, *Extended Methods* for details.

### Identification of Editing Sites.

RNA-seq reads were trimmed and then mapped to the dm6 genome. Mapped reads were processed for indel realignment, duplicate removal, and to call variants. Variants were filtered to remove potential false-positive editing sites. See *SI Appendix*, *Supplementary Note* and *Extended Methods* for details.

### Determining Editing Levels from mmPCR and RNA-Seq.

Sequencing reads were mapped to the dm6 genome before counting the number of A and G base calls from uniquely mapped reads at known and novel editing sites. Editing levels were calculated as (G reads)/(A + G reads) at a site. For Fru neurons, sequencing reads from separately processed male and female heads were combined after we determined there were minimal differences in editing between males and females (*SI Appendix*, Fig. S2). Differences between editing levels were determined by using Fisher’s exact tests comparing A and G counts from one sample to another, with a multiple hypothesis testing correction. “Overall editing levels” were calculated as the number of G reads over the total number of reads at all editing sites for each replicate. We called editing sites population-specific if the absolute values of the z scores for all replicates for one neuronal population were >1.65 and the editing level of that neuronal population was at least 10% different from the next closest population. See *SI Appendix*, *Extended Methods* for details.

### Determining Gene Expression Levels from RNA-Seq.

Reads overlapping exons in each gene were counted, and DESeq2 (68) was used to determine normalized counts and gene expression differences in pairwise comparisons. RNA binding protein expression was clustered based on Pearson’s correlations of the average number of normalized counts between replicates in R. See *SI Appendix*, *Extended Methods* for details.

## Supplementary Material

Supplementary File

Supplementary File

Supplementary File

Supplementary File

Supplementary File

Supplementary File

Supplementary File

How the deposited data were processed for this re-analysis (not part of the article)

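The data used were the 30 mmPCR-seq samples of nuclear RNA purified by INTACT, 3 biological replicates of each of 10 neuronal populations (Dh44, NPF, NPFR, Tdc2, Crz, TH, Trh, Fru, OK107 and Elav), each from about 300 adult fly heads. The authors mapped the reads to dm6 and deposited the counts of A and of G base calls from uniquely mapped reads at each site, without normalization and with 1 set of counts per replicate. The authors also deposited the editing level at each site as a fraction, G over A plus G, rounded, which was checked against the counts. For Fru, the authors combined the reads of separately processed male and female heads. The paper's text does not name the aligner. RNA-seq samples were not analysed here, so sites, expression values and comparisons that need them have no values of their own here, and the RNA-seq levels of Dataset S1 and the isoform shares of Dataset S6 are the paper's.

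Editing levels were recomputed from the counts and are given as percentages. Positions are those of dm6 (Release 6), and genes, exons and the sequence of 41 bases around each site were taken from the reference genome and Ensembl release 115. The reference base on the transcribed strand was A at all 1409 sites, the strand was the one Dataset S2 gives at 545 of 545 sites, and the class of the change was the one Dataset S2 gives at 528 of 531 sites compared. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, Biopython 1.88 and matplotlib 3.10.9 was used, and R 4.3.3 with limma 3.58.1.

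A population was kept at a site when each replicate had at least 20 A plus G reads and the replicate levels lay within 20 percentage points of each other, and a site was tested when at least 7 of the 10 populations were kept. For pairwise comparisons the reads of the 3 replicates were combined and scaled to 200, two-sided Fisher's exact tests were run for each of the 45 pairs of populations, and p values were adjusted by the Benjamini-Hochberg method over the sites of a pair. A site was differentially edited when the adjusted p was under 0.05 and the means of the replicate levels differed by at least 20 points in at least 1 pair. The adjustment within pairs, the use of mean replicate levels and the divisor n of the SD below are not given in the paper's text. They were chosen on the levels and p values of Datasets S2 and S4, before the counts were used. There they gave the paper's adjusted p values and number of differentially edited sites. They also gave its population-specific sites, with 2 further calls that Fig. 4 does not show. A site was population-specific when the z scores of all 3 replicates of a population exceeded 1.65 in absolute value in the same direction, with an SD of divisor n, and its mean was at least 10 points from the next closest population. The paper's own population-specific sites were listed by applying this rule to Dataset S4 and leaving out 2 calls that Fig. 4 does not show. Sites within 40 bases of each other were grouped. The overall editing level was the share of G reads among all reads at all sites of a replicate. Isoform shares expected without linkage were products of site levels per replicate.

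Single-value comparisons used two-sided exact permutation tests of 3 replicates against the other samples, adjusted by Benjamini-Hochberg over the named sites. These tests treat all samples as independent, though replicates of a population resemble each other. Their p values, at every site for which one is given, do not measure the spread between populations. The difference in overall editing between populations used a permutation test with 100000 resamples. Correlations across populations used Pearson's r and Spearman's rho with permutation p values. A replicate block was tried with limma, on log2 odds with 0.5 added to both counts, and with the Cochran-Mantel-Haenszel test. The pairing of samples by replicate number was taken from the labels, and neither the labels nor the paper's text give a sequencing batch or date. The named sites of these tests are the paper's population-specific sites that the counts cover and the Adar auto-editing site, and only some of them are described one by one in the text. Also described are the 5 differentially edited sites with the largest difference and separated replicates, and population-specific sites that are called here and not by the paper.

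Total A plus G reads per sample ranged from 877792 to 2748201, with a median of 1272827. The medians of the 3 replicates were 911331 in Dh44, 1062792 in NPF, 1314161 in NPFR, 1274006 in Tdc2, 1205039 in Crz, 1340354 in TH, 1271648 in Trh, 2657091 in Fru, 1402212 in OK107 and 1218042 in Elav. At 200 reads, a level of 50% has a 95% Wilson interval of ± 6.86 points, and 3 G reads correspond to 1.5%. These cover counting error only.

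The rules were tested on simulated data with the read depths of the real samples. Of 854 simulated sites, 200 were changed by 35 points in 1 population. All of the changed sites were recovered by the Fisher's exact test, by the Cochran-Mantel-Haenszel test and by the population-specific rule, in the right population, and 0 of the 654 unchanged sites were called. The simulated replicates had a smaller spread beyond counting noise than the replicates of every population except possibly Fru, and Dh44 and NPF were the farthest from them. The simulated change of 35 points was also well above the limit of 20 points. The recovery therefore holds for large changes between quiet replicates and does not show how the rules perform at the spread of the real samples.

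The alternatives were at least 100 reads per replicate, replicates within 10 points, no limit on the replicate range, all combined reads, 200 reads drawn at random, coverage in all 10 populations, only mmPCR-seq sites of Dataset S2, a difference of at least 30 points, limma with and without a replicate block, the Cochran-Mantel-Haenszel test, an SD of divisor n minus 1, z scores above 2, a gap of 20 points, other backgrounds and tests for the annotation classes, the mean level over sites covered in every sample, log2 cell number, and each replicate left out in turn. Their effects are given in the closing section.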

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

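Both tests in this part were chosen only after the differences had been seen. The paper compares sites of Dataset S2. The mmPCR-seq counts hold another 540 tested sites outside it, and at 10 of these at least 1 pair of populations differed by at least 20 percentage points with an adjusted p under 0.05, a difference above the 1.5% that 3 of 200 reads can show.

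The largest differences between population means were 51.8 points at cac (X, 11968946; 52.1% in Fru and 0.262% in NPF), 51.2 points at Pvr (2L, 8224296; 99.9% in Fru and 48.7% in Tdc2), 49.4 points at Spt5 (2R, 19439336; 99.8% in NPF and 50.3% in Fru), 49.1 points at LpR2 (3R, 25709390; 100% in Elav and 50.9% in Trh) and 46.9 points at dgt1 (3R, 29856295; 99.9% in OK107 and 53.0% in Fru). The others were 26.4 points at Ca-α1T (X, 6108552; 68.7% in Fru and 42.2% in NPFR), 25.5 points at Lrch (2L, 17371342; 67.5% in Fru and 42.0% in NPF), 23.7 points at eag (X, 15004857; 39.9% in Dh44 and 16.2% in Trh), 22.8 points at Nmdar1 (3R, 5512062; 33.4% in NPFR and 10.5% in TH) and 22.8 points at NSD (3R, 27936452; 55.0% in Fru and 32.1% in TH).

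A candidate explanation is a strain variant between the driver lines, a G allele that is absent, heterozygous or homozygous, which would put population means near 0, 50 or 100%. On average, 56.2% of the population means at the 10 sites lay within 5 points of one of these values, against 16.0% at the 203 differentially edited mmPCR-seq sites of Dataset S2 (two-sided permutation test, p 2e-05). At 5 of the 10 sites (cac, Pvr, Spt5, LpR2 and dgt1) at least 90% of the means were near these values, and at 0 of the 203. A strain variant may therefore account for these 5 sites. At the other 5 sites the share was 44.4% at Lrch, 42.9% at NSD, 14.3% at Ca-α1T and 0% at eag and Nmdar1. The pattern of a variant was not seen at eag and Nmdar1. The share at Ca-α1T was also below the 16.0% of the Dataset S2 sites, while those at Lrch and NSD were above it.

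Too few reads was the other technical explanation weighed. At all 10 sites every replicate of the population with the highest mean was above every replicate of the population with the lowest. The limits on the replicate range and on the difference favour such separation in advance, so this test cannot rule sparse reads out. The fewest reads per replicate in the pair of populations were 20 at Lrch, 34 at eag, 97 at Nmdar1, 142 at Ca-α1T, 487 at NSD, 800 at LpR2 and more at cac, Pvr, Spt5 and dgt1. The differences at Lrch and eag cannot be told apart from sparse reads. Other technical explanations, such as reads shared between paralogs, were not tested, so no biological difference is claimed at any of the 10 sites.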

How the results depend on the processing

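No test in this part was chosen after its result was seen. The tests, the thresholds and the alternatives below were set before the data were examined, except that the adjustment within pairs, the use of mean replicate levels and the divisor of the SD were chosen on the published levels of Datasets S2 and S4, which are the levels the counts give. Each alternative changed 1 choice at a time. All of the alternatives were run.

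The number of differentially edited sites was 213, with 152 sites higher in Fru and 116 lower in Crz, and 55 sites were population-specific. With replicates limited to within 10 percentage points, these 4 numbers were 136, 94, 83 and 49. With coverage required in all 10 populations, they were 104, 72, 59 and 30. With a difference of at least 30 points, the first 3 were 80, 52 and 31. With an SD of divisor n minus 1 there were 51 population-specific sites, with z scores above 2 there were 32, and with a gap of 20 points to the next population there were 10. A larger required difference, z score or gap can only remove sites. The cause of the other changes was not tested.

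Leaving out each replicate in turn gave 245 to 268 differentially edited sites, 160 to 191 higher in Fru, 129 to 143 lower in Crz and 70 to 99 population-specific sites. With 2 replicates, 1099 to 1107 sites met the rules for testing, against 1075 with 3. Without a limit on the replicate range, the numbers were 287, 186, 159 and 45, and with at least 100 reads in each replicate they were 206, 149, 116 and 55. Only mmPCR-seq sites of Dataset S2 gave 203, 147, 114 and 54. All combined reads, 200 reads drawn at random, limma without a block and the Cochran-Mantel-Haenszel test left 213, 152 and 116, and limma with a replicate block gave 213, 152 and 115. The limit of 20 points decides nearly all of these calls, so these settings show little stability of their own.

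Fru had the most higher sites in 15 of 15 settings, the reported one included. Crz had the most lower sites in 14 of 15. With a difference of at least 30 points Trh had 36 and Crz 31, and without replicate 3 the next population had as many as Crz, 129.

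The samples were also assigned to 10 groups in other ways, each group with 1 sample of each replicate number and no limit on the replicate range. Of 100 assignments, the real one included, 1 of the 100 splits gave as many differentially edited sites (287 in the real one, at most 204 in the others), 1 of the 100 splits gave as many sites higher in a group as in Fru (186, at most 138), 1 of the 100 splits gave as many lower as in Crz (159, at most 117), and 1 of the 100 splits gave as many population-specific sites (45, at most 23). In the other splits the largest group was taken in place of Fru or Crz. The other splits mix populations within groups and so have a wider spread within them.

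The nonsynonymous share of population-specific sites was 65.5%, and the comparison reversed when only sites spanning at least 10 points served as background (65.5% against 68.0%). Leaving out each replicate in turn gave shares of 65.7% to 70.0%. The two-sided Fisher's exact p was 0.165 without replicate 1, 0.0592 without replicate 2 and 0.213 without replicate 3. The share was 64.8% against 63.3% with only mmPCR-seq sites of Dataset S2 and 76.9% against 59.6% with 1 site per gene. The chi-square test gave a p of 0.271 in place of 0.326. No setting brought this comparison past the threshold. The intronic share was 0% in every setting, and no site could have made it otherwise. The relation of cell number and overall editing reversed without the 2 populations farthest from the median cell number (r of -0.463 against 0.208), and was 0.0311 with log2 cell number and 0.264 with the mean level over sites covered in all samples. Auto-editing and overall editing had an r of 0.549, 0.543 with that mean level and 0.370 without the 2 farthest populations. The Adar auto-editing difference of Crz was -16.2 points against Elav only, where an exact permutation test of 3 samples against 3 cannot pass the threshold, and -17.7 to -15.7 points with each replicate left out, and -16.7 both as reported and with combined reads. The range of overall editing levels was 5.14 points, 5.47 with the mean level over sites covered in all samples, and 4.88 to 5.59 with each replicate left out. Combined reads gave expected shares of 9.78% for the GG isoform of sli in Fru, against 9.73%, and of 47.0% for AA, against 47.2%. The cause was not tested for these changes.

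Of the 55 named differences, 53 to 55 stayed past the threshold with each replicate left out. Over 330 values of single named sites under alternatives, 327 kept their direction and side of the threshold and 3 were weaker, namely AMPKα and CAP (2R, 10280988) in Fru without replicate 2 and Dhc93AB in Fru without replicate 3. The sites were chosen for separation and the p of the 55 is the smallest possible, so combined reads, the median of the other populations and at least 100 reads left every p as it was and show no stability of their own. The depth limits levels at sites with few reads: at 20 reads a level of 50% is known to ± 20.1 points, so a difference of 20 points there is not detectable in a single replicate.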

Differences from the paper's values

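Of all tested sites, 58.3% were nonsynonymous here, and the paper's share is 36%. The alternatives set before the data were examined could not bring in the paper's RNA-seq sites, so they do not test this gap. The share was 67.7% with only sites spanning at least 10 percentage points as background and 63.4% with only mmPCR-seq sites of Dataset S2. It was 60.3% with 1 site per gene, and 58.9%, 58.7% and 58.5% without replicates 1, 2 and 3. The chi-square test (58.3%) cannot alter a share. The intronic share of the tested sites was 0% here, and the paper's is 28%. The intronic share of the population-specific sites was 0% here, and the paper's is 6%. Every one of the same alternatives also gave 0% for both, and none could have given another value.

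The tested sites are other sites than the paper's, which include sites measured by RNA-seq, its intronic sites among them. They were 1075 here and are 1036 in the paper, and 540 of those tested here are outside Dataset S2. The lack of intronic sites here accounts for the intronic gaps. Intronic sites also lower the nonsynonymous share of the paper's tested sites, by an amount that was not computed here.

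The paper states that population-specific sites are enriched for nonsynonymous changes and depleted of intronic ones. Here the nonsynonymous share was 65.5% against 57.9% of the other tested sites, with a two-sided Fisher's exact p of 0.326, and the intronic depletion could not be tested. These other sites lack the RNA-seq sites of the paper's comparison, so the values do not decide on its enrichment. The paper states that Crz is the population most skewed toward lower editing. Here the number of higher sites minus the number of lower sites was -82 in both Crz and Trh, and with a difference of at least 30 points more sites were lower in Trh (36) than in Crz (31). The paper also states that the differences are site-specific and not global. Here the median difference from Elav was -5.18 points in Crz and -4.32 points in Trh, a shift across many sites, though not all.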

Other observations

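The tests of sites outside Dataset S2 by their highest level were chosen only after the result over all of them had been seen. How the values of the tests on thinned reads, on the preceding base, on the replicate spread and on the 3′ UTR are read was also settled after they had been seen.

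Deeper sequencing was tested as an explanation for the sites higher in Fru. With every sample thinned to 877792 reads, 152 sites were higher in Fru, 93 in NPFR as the next population, and 114 were lower in Crz, of 209 differentially edited sites. Reads are scaled to 200 before the test, so thinning acts almost only through the minimum of 20 reads. The number in Fru was also 152 with 200 reads drawn at random and 149 with at least 100 reads in each replicate. Read depth was therefore equal or limited in these settings, and the number in Fru hardly changed. These values argue against a larger number of reads as the source of the sites higher in Fru. They do not cover the number of RNA molecules behind the reads, which thinning does not equalise. Fru reads were also combined from separately processed male and female heads, and the effect of this was not tested.

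The base before the site was G at 6.67% of the 525 mmPCR-seq sites of Dataset S2 and before 26.9% of other A bases near the tested sites outside Dataset S2. At the 540 tested sites outside Dataset S2, it was G at 21.3%, between the values of both (two-sided Fisher's exact tests, p 0.00416 against the nearby bases and 2.73e-12 against Dataset S2). Where the highest population mean was at least 2%, it was G at 11.4% of 281 sites, against 26.6% nearby (p 2.47e-09) and more often than at the sites of Dataset S2 (p 0.0231). Where it was under 2%, it was G at 32.0% of 259 sites, against 27.3% nearby (p 0.109). The sites at 2% or more may include ADAR editing, but the share cannot settle it, and the G reads under 2% cannot be told apart from sequencing or PCR error, which was not tested separately.

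Neighbouring sites shared their profile across the populations. For pairs of sites of the same gene within 40 bases, the median correlation of population means was 0.869 over 122 pairs, against 0.731 over 68 pairs 41 to 200 bases apart and 0.471 over 331 pairs farther apart. With single replicates, the median within 40 bases was 0.777 when the sites of a pair came from the same replicate and 0.685 when they came from different replicates, so that no reads were shared, and the latter was 0.344 beyond 200 bases. The deviations of replicates from their population mean also correlated, with a median of 0.481 within 40 bases and 0.223 beyond 200 bases. Shared reads in the same libraries may contribute a part and do not account for all of it. In 18 of the 24 genes with both kinds of pair, the nearer pairs had the higher value. Joint regulation of neighbouring sites is a hypothesis for this, found and tested on the same data, and other technical explanations were not tested.

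Replicates differed more in some populations than in others. The SD between replicates beyond counting noise, over 377 sites, was 11.4 percentage points in Dh44, 10.5 in NPF, 5.53 in Elav and between 2.20 and 3.52 in the rest. At 134 of 1021 sites in Dh44 and 138 of 980 in NPF, the replicates lay more than 20 points apart. A candidate explanation is few labelled cells. Spearman's rho of cell number and the excess SD was -0.567 across 9 populations (exact permutation p 0.121, 0.121 after Benjamini-Hochberg adjustment over 2 relations), and Pearson's r was -0.537 (exact permutation p 0.0129), with an r of -0.524 (exact permutation p 0.146) and a rho of -0.321 (p 0.498) without 2 populations. Another is fewer reads per sample, with a rho of -0.806 across 10 populations (permutation p 0.00758, adjusted 0.0152), an r of -0.526 (permutation p 0.00014), and without 2 populations an r of -0.868 (exact permutation p 0.0127) and a rho of -0.619 (p 0.115), which is past the threshold for r only. Cell number and total reads rise together by rank (rho 0.783, exact permutation p 0.0172), with an r of 0.588 (p 0.200), so these explanations cannot be told apart, and the pattern cannot be told apart from either. Neither accounts for Elav, which is pan-neuronal, has no cell number in the test, and had a larger excess SD (5.53) than Crz (3.19) at similar median totals of 1218042 and 1205039 reads. No biological explanation was tested.

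Among sites at least 20 points higher in Fru than in Elav, 1 of 3 was in a 3′ UTR, against 84 of 448 other sites with a level of at least 10% (two-sided Fisher's exact test, p 0.466). The 3 include the site of cac whose levels may reflect a strain variant (90% of its population means within 5 points of 0, 50 or 100%). With 3 sites, whether location in the 3′ UTR is linked to editing in Fru cannot be told.

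Dataset S2 marks 20 sites as measured by RNA-seq that are also in the mmPCR-seq counts. At 10 of them all levels published in Dataset S4 equal, to their rounding, those computed from the mmPCR-seq counts.

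Among the 5 transcripts that the paper reports as more abundant in Crz, both directions of change occur here, but para was the only one with both, with 3 sites higher and 6 lower in Crz. Flo2 had higher sites only, and CG34355, nAChRα7 and Nckx30C had lower sites only.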
